# Dendritic Cell Vaccination in Conjunction with a TLR Agonist Polarizes Interferon Immune Responses in Malignant Glioma Patients

**DOI:** 10.21203/rs.3.rs-3287211/v1

**Published:** 2023-09-12

**Authors:** Richard G. Everson, Willy Hugo, Lu Sun, Joseph Antonios, Alexander Lee, Lizhong Ding, Melissa Bu, Sarah Khattab, Carolina Chavez, Emma Billingslea-Yoon, Andres Salazar, Benjamin M. Ellingson, Timothy F. Cloughesy, Linda M. Liau, Robert M. Prins

**Keywords:** brain cancer, immunotherapy, glioma, TLR agonist

## Abstract

Autologous tumor lysate-pulsed dendritic cell (ATL-DC) vaccination is a promising immunotherapy for patients with high grade gliomas, but responses have not been demonstrated in all patients. To determine the most effective combination of autologous tumor lysate-pulsed DC vaccination, with or without the adjuvant toll-like receptor (TLR) agonists poly-ICLC or resiquimod, we conducted a Phase 2 clinical trial in 23 patients with newly diagnosed or recurrent WHO Grade III-IV malignant gliomas. We then performed deep, high-dimensional immune profiling of these patients to better understand how TLR agonists may influence the systemic immune responses induced by ATL-DC vaccination. Bulk RNAseq data demonstrated highly significant upregulation of type 1 and type 2 interferon gene expression selectively in patients who received adjuvant a TLR agonist together with ATL-DC. CyTOF analysis of patient peripheral blood mononuclear cells (PBMCs) showed increased expression of PD-1 on CD4+ T-cells, decreases in CD38 and CD39 on CD8+ T cells and elevated proportion of monocytes after ATL-DC + TLR agonist administration. In addition, scRNA-seq demonstrated a higher expression fold change of IFN-induced genes with poly-ICLC treatment in both peripheral blood monocytes and T lymphocytes. Patients who had higher expression of interferon response genes lived significantly longer and had longer time to progression compared to those with lower expression. The results suggest that ATL-DC in conjunction with adjuvant poly-ICLC induces a polarized interferon response in circulating monocytes and specific activation of a CD8+ T cell population, which may represent an important blood biomarker for immunotherapy in this patient population.

**TRIAL REGISTRATION:**

ClinicalTrials.gov Identifier: NCT01204684

## INTRODUCTION

There have been significant advances in our genetic and immunologic understanding of primary brain tumors, such as malignant gliomas. Yet, it has still proven difficult to improve long-term outcomes in patients using standard of care therapies ^1^. We and others have demonstrated that autologous tumor lysate (ATL) dendritic cell (DC) vaccination can induce local and systemic anti-tumor immune responses in malignant glioma patients, and clinical trials have suggested that this may extend survival in this deadly condition^2–6^. However, variable response rates in cancer immunotherapy trials have prompted the search for potential strategies to enhance the immune effects of dendritic cell vaccines. In particular, agonists of a family of pattern-recognition receptors (PRR) called Toll-like receptors (TLR)^7–10^, which appear capable of activating of antigen-presenting cells (i.e., dendritic cells), enhancing T-cell priming, and decreasing myeloid-derived suppressor cells (MDSC), are strong candidates for use in combination with ATL-DC vaccination to potentially enhance the anti-tumor immune response.^10,11^

TLR3 is an intracellular PRR that recognizes double-stranded RNA (dsRNA), usually associated with viral infection, and induces high levels of IFN-α/β and pro-inflammatory cytokines when activated. TLR-3 is predominantly expressed by macrophages, plasmacytoid DC and myeloid DC ^12,13^, but also by microglial cells ^14,15^. It has also been shown that astrocytes^16–18^ and malignant gliomas^19^ also respond similarly to TLR3-induced signaling. Polyinosinic acid-polycytidylic acid stabilized with polylysine (poly-ICLC) is a multi-dimensional synthetic dsRNA analogue and viral mimic that signals via TLR3, MDA5 and other dsRNA-dependent PRR signaling, induces type I-II IFNs^20,21^, promotes the infiltration of effector T cells in pre-clinical glioma models^22^, and upregulates genes associated with chemokine activity, T-cell activation, and antigen presentation^23^. Poly-ICLC has been tested as a single-agent therapeutic for multiple malignancies^24^, including malignant glioma patients ^25^, in whom it has demonstrated adequate safety, but limited survival benefit in combination with standard therapies^26^.

Similarly, TLR7 and TLR8 are other intracellular PRRs that recognize single-stranded RNA (ssRNA), which subsequently induces proinflammatory cytokines, chemokines, and type I interferons (IFNs) ^27^. In pre-clinical work, we previously demonstrated that DC injected into imiquimod (TLR7 agonist)-pre-treated sites acquired lymph node migratory capacity and enhanced T-cell priming ^28^. Our early phase clinical trials demonstrated that DC vaccination with adjuvant topical imiquimod, a TLR-7 agonist, was feasible and safe in glioblastoma patients ^3^. Resiquimod is a newer imidazoquinoline agonist that shows enhanced transdermal delivery, activates TLR7/8 to enhance T-cell responses and TH1-type cytokine secretion by DC ^29–32^, and may have greater potency as an immune modulator.

In this study, we report the long-term results of 23 malignant glioma patients enrolled in a phase II randomized clinical trial designed to compare the safety, immune responses, and potential efficacy of ATL-DC vaccination combined with placebo, poly-ICLC, or resiquimod. Post-hoc analysis using cytometry by time-of-flight (CyTOF) and bulk and single-cell RNA sequencing (scRNAseq) technologies were used to detect the cellular and molecular immune signatures from peripheral blood mononuclear cells (PBMCs) pre- and post-treatment.

## RESULTS

### Patient Characteristics and Safety

A total of 23 patients with WHO grade III or IV glioma were enrolled and randomized between September 2010 and August 2014. All patients received ATL-DC vaccination. Nine patients were randomized into the adjuvant TLR-7/8 agonist (resiquimod, 3M) group, nine into the adjuvant TLR-3 agonist (poly-ICLC, Oncovir) group, and five received adjuvant placebo (Figure 1A, Supplementary Figure 1). All patients were followed for survival, imaging changes, as well as high dimensional, in-depth systemic immune monitoring. Baseline patient characteristics are presented and segregated by treatment group in Table 1 (see also Supplementary Table 1). The median age was 46.6 (S.D. 11.9) years and 57% of the enrolled patients were male.65% (n=15) had diagnoses of IDH wild type glioblastoma (WHO Grade IV), while 35% (n=8) of the patients had a diagnosis of IDH mutant malignant glioma (WHO Grade III). 52% (n=12) of patients were treated following recurrence, while 48% (n=11) were treated in the newly diagnosed setting. All patients were treated following surgical resection and standard of care treatment. The molecular characteristics of the patient tumors are outlined in Table 1. Overall, MGMT methylation was seen in 35% (n=8), IDH mutations were observed in 35% (n=8, all grade III), and EGFR amplification was seen in 44% (n=10, all glioblastoma) of patients, consistent with the heterogenous population of malignant glioma patients. There were no statistically significant differences in age, sex, Karnofsky performance status, MGMT methylation status, pre- or post-surgery enhancing tumor volume, nor steroid administration at enrollment. No statistically significant differences were observed between the molecular characteristics, although the number of patients in each treatment group was small.

Overall, the addition of a TLR agonist induced only Grade 1–2 treatment-related adverse events (TRAEs), and all adverse events reported resolved without further treatment or hospitalization (Table 2). The most common TRAEs were rash (39%), fever (35%), and fatigue (26%; see Table 2), and were more common in patients treated with resiquimod and poly-ICLC. Other observed adverse events were not uncommon in the setting of post-operative central nervous system (CNS) tumor treatment. Additionally, 88.9% of patients who received resiquimod reported a temporary localized, cutaneous rash that resolved without further treatment. However, no serious adverse events (Grade 3–4) attributable to the treatment were observed. As such, the addition of a TLR agonist to ATL-DC vaccination in malignant glioma patients was found to be safe and tolerable.

### Adjuvant TLR agonist treatment induces systemic expression of type I and type II interferon downstream genes.

The primary scientific endpoint of this clinical trial was to evaluate the systemic immune response changes induced by ATL-DC vaccination with and without TLR agonist administration. As such, we collected PBMCs at baseline (pre-treatment), one day after the vaccination (on treatment), and then following the completion of the treatment cycle (post-treatment) of each patient (Figure 1A). We aimed to understand how the adjuvant administration of TLR agonists modified the immune response in comparison with ATL-DC vaccination alone (placebo control). We first performed paired bulk RNA-seq on patient-matched, pre-treatment and post-treatment PBMC samples. 

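RNA from the PBMC of each patient was sequenced before treatment and after the course of ATL-DC vaccination, from libraries made with the TruSeq RNA exome kit, which enriches fragments of coding transcripts by hybridization. The labels of the deposited samples give 5 pre-treatment and post-treatment pairs for placebo, 9 for poly-ICLC and 9 for resiquimod, 46 samples in all, and 1 further pair with another label that was not analysed here. The paper gives day 29 for the post-treatment samples. The labels give day 29 for the 9 poly-ICLC patients, for 8 resiquimod patients and for 2 placebo patients, day 15 for 2 placebo patients, day 27 for 1 placebo patient and day 35 for 1 resiquimod patient. The authors mapped the reads to GRCh38 with HISAT2 and counted them per gene with HTSeq-count. They deposited these counts without normalization for 38608 gene symbols, and a second table of log2 values. Each log2 value is the count divided by a DESeq2 size factor of the sample, with a pseudocount of 1. The size factors ran from 0.346 to 5.72, and the deposited log2 values departed from 1 factor per sample by a relative difference of at most 3.47e-06. Between 997541 and 11779429 reads per sample were counted on genes. The median fell from 1717538 before to 1657271 after treatment with placebo, from 3318769 to 1230224 with poly-ICLC, and from 5229417 to 1666117 with resiquimod. The median number of genes with at least 1 count fell from 16128 to 14109 with placebo, from 26299 to 13583 with poly-ICLC and from 26978 to 14722 with resiquimod. For the 34 samples of 17 patients the tables also hold the reads assigned to no gene. A median of 1.55% of these samples' reads fell on genes (range 1.2% to 11.6%), 50.9% fell on no annotated feature and 45.3% aligned to more than 1 place. For 6 of the 23 patients (1 placebo, 2 poly-ICLC and 3 resiquimod) these entries are 0 in both samples. Group comparisons were therefore also computed within the other 17 patients. The counts were tested with edgeR's quasi-likelihood test, with the patient as a block and TMM normalization, for the 20750 genes kept by filterByExpr. Single genes and gene set scores were compared as the log2 or score change of each patient, post-treatment minus pre-treatment, by 2-sided exact permutation tests of the difference in group means. With 9 patients against 5, the smallest p such a test can give is 0.00050, and with 8 against 5 it is 0.00078. The tests of these comparisons, the gene lists and the alternative settings were set before the data were examined, apart from 5 alternatives that are named as added.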

For each gene, we computed the difference between its expression in the pre-and post- samples of patients in each treatment group: ATL-DC+placebo (n=5 pairs); ATL-DC+poly-ICLC (n=8 pairs); ATL-DC+resiquimod (n=8 pairs); for brevity, we refer to them as placebo, poly-ICLC and resiquimod, respectively. 

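The labels give 1 pair more than the paper's n for poly-ICLC and 1 more for resiquimod. The paper prints a p for each of the 6 genes in Fig. 1E, and these p-values were recomputed with the paper's own unequal-variance test with each patient left out in turn. Leaving out poly-ICLC patient 9 matched 6 of 6 genes in the poly-ICLC group, and leaving out resiquimod patient 1 matched 6 of 6 genes in the resiquimod group. Any other choice matched at most 1 of 6 genes in either group. That the paper left out these 2 patients is inferred from the p-values in its figure, and its supplementary tables were not used here. Values are given first over the remaining 8, 8 and 5 pairs, called the paper's pairs, and then over all 23 patients. The paper's text names no strand setting for the counting. Of the 50 genes with the highest median CPM, 46 (92%) have an exon that overlaps an exon of a gene on the opposite strand, against 6402 of the other 37655 annotated genes (17.0%, 2-sided Fisher's exact test, p = 5.1e-31). BEST1, on chromosome 11 from 61950063 to 61965515, had a median of 129859 CPM. FTH1, which encodes the ferritin heavy chain and lies on the opposite strand from 61959718 to 61967634, had 81.9, and the exons of these genes overlap over 1267 bp. VIM-AS1 had 18203 CPM and VIM 136.3, with an exon overlap of 656 bp. HLA-DPA1 had 6507 CPM and HLA-DPB1 9.86, with an exon overlap of 96 bp. The 86 ribosomal protein genes together held a median of 0.171% of the gene counts. The monocyte transcripts LYZ and S100A8 had medians of 6.13 and 1.42 CPM. Reads may thus have been counted on the strand opposite to the transcript, which was not checked on the reads themselves. If so, the values below for HLA-B, HLA-C, HLA-DPA1, IRF7, DTX3L, PARP9, CD14, PDCD1 and the CD3 genes may not measure their own transcripts. The same holds for the scores and tests of gene lists below, those of interferon-stimulated genes among them.

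**Figure D1:**
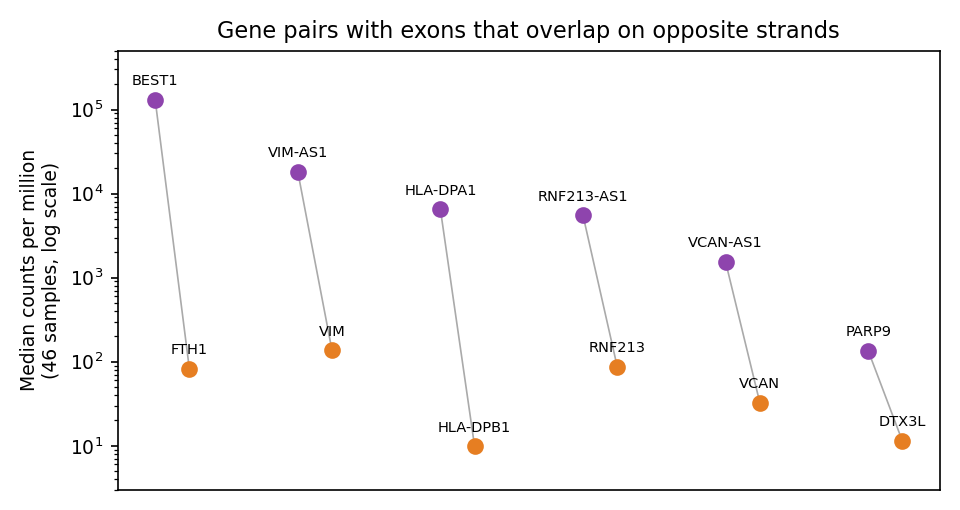
Median CPM over the samples, on a log axis, for 6 pairs of genes whose exons overlap on opposite strands. BEST1 stands at 129859 and FTH1 at 81.9, and PARP9 at 135.6 and DTX3L at 11.4.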

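A difference of at least 1 in mean log2 change from placebo and a nominal p of at most 0.05 were required of each gene, as in the paper's methods, with the exact permutation test as the source of the p. The genes tested were the 16792 with an NM_ transcript that pass the paper's filter, an interquartile range of at least 1 and a log2 value of at least 1 in a sample. Over the paper's pairs, 170 genes were higher and 7533 lower with poly-ICLC than with placebo, and 24 were higher and 168 lower with resiquimod. Over all 23 patients, 38 genes were higher and 155 lower with poly-ICLC, and 24 were higher and 289 lower with resiquimod. Poly-ICLC patient 9, who is outside the paper's pairs, thus changed the number of higher genes from 170 to 38, and without placebo patient 3 the number for resiquimod was 199. With log2 CPM in place of the deposited values, the numbers of higher genes over all patients were 86 and 104. In edgeR's test of the counts, 0 genes had an adjusted p under 0.05 for poly-ICLC against placebo over the paper's pairs and 4011 had an unadjusted p under 0.05, with 0 and 153 for resiquimod against placebo. Over all patients the numbers were 0 (438 unadjusted) for poly-ICLC against placebo and 0 (91 unadjusted) for resiquimod against placebo. In simulated counts, 200 genes of the poly-ICLC group were given a rise or fall of 4 on the log2 scale. The same test called 14.5% of them against placebo and 95.5% within the group. Within the poly-ICLC group, 14508 genes changed over the paper's pairs (3785 higher and 10723 lower after treatment) and 6 over all patients (11356 unadjusted, with the next adjusted p at 0.0518). These 6 genes, named here after their values were seen, were FNDC11, CETP, TNS1-AS1, LIPM, VAT1 and LY6E-DT, with fitted log2 fold changes from 2.98 for CETP to 4.97 for LIPM and adjusted p from 0.0342 to 0.0390 from edgeR's quasi-likelihood test. Exons of LY6E-DT lie opposite those of LY6E, an interferon-stimulated gene. If reads were counted on the opposite strand, these 6 values may not measure their own transcripts either. Within the resiquimod group 0 genes changed over the paper's pairs (4820 unadjusted) and 0 over all patients (5649 unadjusted). Within the placebo group the number was 0 (83 unadjusted over all patients). The median fitted log2 fold change over all tested genes was -1.53 within poly-ICLC, -1.03 within resiquimod and -0.30 within placebo under TMM normalization, and -3.05 within poly-ICLC under edgeR's RLE size factors. Counts on olfactory receptor genes, not expected to be expressed in PBMC, fell from a median of 9243 to 562 CPM with poly-ICLC. Across the 23 patients the change in the median log2 value of the tested genes followed these counts (r = 0.975). Less genomic DNA after treatment may thus account for many of the lower genes above. The alternative that moved the count for poly-ICLC against placebo most was limma voom with sample quality weights, under which 3560 genes were higher and 9656 lower.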

To identify expression changes specific to the TLR agonist groups, we identified genes whose average upregulation in the TLR agonist pairs (poly-ICLC or resiquimod) were at least two-fold higher than the placebo pairs (Figure 1B, Supplementary Table 2A, see Methods).

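HLA-B, on chromosome 6 of GRCh38 from 31353872 to 31367067, and HLA-C, on chromosome 6 from 31268749 to 31272130, encode MHC class I heavy chains and had median counts of 147.5 and 156.5 per sample. HLA-DPA1, on chromosome 6 from 33064569 to 33080775, encodes an MHC class II chain, overlaps HLA-DPB1 on the opposite strand and had a median count of 10707.5. IRF7, on chromosome 11 from 612553 to 615983, encodes a transcription factor of the interferon response and had a median count of 105.5. Over the paper's pairs, the log2 change of HLA-B was 1.36 ± 0.59 with poly-ICLC (SD, n = 8, 8 of 8 patients up), 0.77 ± 1.15 with resiquimod (SD, n = 8, 6 up) and -0.29 ± 1.02 with placebo (SD, n = 5, 2 up). Its difference from placebo was 1.65 with poly-ICLC (exact permutation p = 0.0016) and 1.05 with resiquimod (exact permutation p = 0.124). HLA-C changed by 1.23 ± 0.72 with poly-ICLC, 0.57 ± 0.84 with resiquimod and -0.52 ± 1.17 with placebo, a difference of 1.75 (exact permutation p = 0.0047) and of 1.09 (exact permutation p = 0.0715). HLA-DPA1 changed by 2.21 ± 1.24, 2.08 ± 2.44 and 0.76 ± 1.06 in the same order of groups, a difference of 1.45 (exact permutation p = 0.0528) and of 1.32 (exact permutation p = 0.282). IRF7 changed by 1.32 ± 0.81, 0.78 ± 1.14 and -0.18 ± 1.28, a difference of 1.50 (exact permutation p = 0.0233) and of 0.96 (exact permutation p = 0.186). DTX3L, which had a median count of 22, changed by 1.29 ± 0.98, 0.91 ± 1.41 and -1.36 ± 1.96, a difference of 2.65 (exact permutation p = 0.0016) and of 2.27 (exact permutation p = 0.0132). PARP9 changed by 3.03 ± 0.89, 2.42 ± 1.84 and 0.85 ± 0.79, a difference of 2.18 (exact permutation p = 0.0016) and of 1.58 (exact permutation p = 0.103). After Benjamini-Hochberg adjustment over these 12 comparisons, the exact permutation p was 0.0062 for HLA-B, DTX3L and PARP9, 0.0140 for HLA-C, 0.0466 for IRF7 and 0.0906 for HLA-DPA1 with poly-ICLC. With resiquimod it was 0.0317 for DTX3L and from 0.107 to 0.282 for the other 5 genes. Poly-ICLC patient 9, who is outside the paper's pairs, had changes of -2.55 in HLA-B, -1.98 in HLA-C, -5.05 in HLA-DPA1, -2.29 in IRF7, 0.69 in DTX3L and -2.84 in PARP9. Resiquimod patient 1, also outside them, had changes of -0.43, 0.27, 2.73, 1.88, -1.22 and 3.59 in the same genes. Over all 23 patients, the difference from placebo with poly-ICLC was 1.21 for HLA-B, 1.39 for HLA-C, 0.64 for HLA-DPA1, 1.10 for IRF7, 2.59 for DTX3L and 1.53 for PARP9. Its exact permutation p was 0.0010 for DTX3L, which is 0.0120 after adjustment over the 12 comparisons, and from 0.0654 to 0.664 for the other 5 genes. With resiquimod the difference over all patients ran from 0.92 for HLA-B to 2.03 for DTX3L, with exact permutation p from 0.0375 to 0.230. Within the 17 patients whose entries for unassigned reads are filled, the differences with poly-ICLC ran from 1.30 for HLA-DPA1 (exact permutation p = 0.130) to 2.60 for DTX3L (exact permutation p = 0.0061), and those with resiquimod from 1.13 for HLA-B to 2.14 for PARP9. With the change in counts on olfactory receptor genes as a covariate, a setting added after the data were seen, the difference with poly-ICLC was -0.64 for HLA-DPA1, from 0.38 to 0.79 for IRF7, HLA-B, PARP9 and HLA-C, and 2.86 for DTX3L.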

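Gene lists drawn up from general knowledge were tested in the edgeR fit over all 23 patients with camera at its preset correlation of 0.01, adjusted over 66 tests of 11 lists. Camera compares a list with the other tested genes, whose median fold change was lower within both agonist groups than within placebo. A shift up is thus relative to these genes and need not be a rise of the list itself. The list of MHC class I antigen processing genes (22 tested) was shifted up against placebo with poly-ICLC (adjusted p = 6.8e-05) and with resiquimod (adjusted p = 2.4e-04), and so was a list of type I ISGs (92 tested) with poly-ICLC (adjusted p = 0.0041) and with resiquimod (adjusted p = 0.0036). A list of type II ISGs (94 tested) was shifted up with poly-ICLC (adjusted p = 0.0081) and not past the threshold with resiquimod (adjusted p = 0.0782). Small p from camera were common in 40 splits of the patients into groups of these sizes, the real split among them. For antigen processing genes, 25 splits for poly-ICLC against placebo and 27 for resiquimod gave an unadjusted p under 0.05. For type I ISGs these numbers were 17 and 16, and for type II ISGs 6 and 10. No list was past the threshold between groups with fry, which tests a list without the other genes as reference. Its adjusted p in edgeR's fit against placebo were at least 0.555. With camera at a correlation estimated from the data no list passed either, with adjusted p of at least 0.456. Of the 170 genes higher than placebo with poly-ICLC over the paper's pairs, 6 were among the 89 type I ISGs that pass the paper's filter, where 0.901 were expected (2-sided Fisher's exact test, adjusted p = 0.0066), and 3 were among 17 antigen processing genes, where 0.172 were expected (Fisher's exact test, adjusted p = 0.0066). Of these 170 genes, 1 was among 93 type II ISGs, where 0.942 were expected. Over all patients, 1 of the 38 genes higher with poly-ICLC and 1 of the 24 higher with resiquimod was a type I ISG, and 0 were antigen processing genes. Among the transcription factors named in Fig. 1D, fitted log2 fold changes against placebo with poly-ICLC were 2.3 for IRF7, 1.63 for ZNFX1, -0.42 for PARP12 and -0.72 for BATF2, with adjusted p of at least 0.732 in edgeR's test for these 4 genes. With the number of detected genes as a covariate, the fitted log2 fold change of IRF7 was -0.18. From the genes upregulated over placebo and their overlap with annotated gene sets, the paper concludes that these genes take part in antigen processing and include more known ISGs than expected.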

Genes upregulated in the TLR agonist groups were involved in antigen processing and were enriched with known interferon stimulated genes (ISGs) (Figure 1C–E, Supplementary Table 2B–C). This observation was also confirmed by per-sample gene set enrichment analysis, where the TLR agonist-treated groups displayed higher enrichment of type I and II interferon downstream gene sets compared to ATL-DC/placebo (Figure 1F, Supplementary Table 2D–E). 

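A GSVA score with a Gaussian kernel was computed per sample from the deposited log2 values of the genes that pass the paper's filter, with a list of 97 type I and a list of 102 type II ISGs drawn up from general knowledge in place of the gene sets used in the paper. Of these, 89 and 93 genes pass the filter. Over the paper's pairs, the type I score rose by 0.42 ± 0.16 with poly-ICLC (SD, n = 8, 8 of 8 patients up) and 0.30 ± 0.33 with resiquimod (SD, n = 8, 7 up), against 0.07 ± 0.16 with placebo (SD, n = 5, 3 up). The difference from placebo was 0.36 with poly-ICLC (exact permutation p = 0.0047, adjusted p = 0.0280 over 6 score comparisons) and 0.23 with resiquimod (exact permutation p = 0.175, adjusted p = 0.262). The type II score changed by 0.18 ± 0.16 with poly-ICLC (SD, n = 8, 7 up), 0.10 ± 0.15 with resiquimod (SD, n = 8, 6 up) and -0.15 ± 0.21 with placebo (SD, n = 5, 1 up). The difference was 0.33 with poly-ICLC (exact permutation p = 0.0093, adjusted p = 0.0280) and 0.25 with resiquimod (exact permutation p = 0.0280, adjusted p = 0.0559). Poly-ICLC patient 9, who is outside the paper's pairs, had changes of 0.19 in the type I and -0.03 in the type II score, and resiquimod patient 1, also outside them, had 0.09 and -0.36. Over all 23 patients, the type I difference was 0.33 with poly-ICLC (exact permutation p = 0.0050, adjusted p = 0.0300) and 0.21 with resiquimod (exact permutation p = 0.202). The type II difference was 0.31 with poly-ICLC (exact permutation p = 0.0110, adjusted p = 0.0330) and 0.20 with resiquimod (exact permutation p = 0.109). Leaving out resiquimod patient 1 alone therefore moved the type II comparison with resiquimod past 0.05. Within the 17 patients whose entries for unassigned reads are filled, the differences with poly-ICLC were 0.30 for type I (exact permutation p = 0.0182) and 0.28 for type II (exact permutation p = 0.0364), with an adjusted p of 0.109 for both, not past the threshold. The patients whose entries are not filled include only 1 placebo patient, so no group comparison was made among them. The setting that moved the scores most was the mean z-score of each list in place of GSVA, under which the differences with poly-ICLC were -0.31 for type I (exact permutation p = 0.561) and -0.36 for type II (exact permutation p = 0.497). A GSVA score is relative to the other genes of the sample, and the mean z-score is not. The rise in GSVA score is thus a rise relative to other genes. With the 11 patients whose label gives day 29 and who received poly-ICLC or placebo, the type I difference was 0.22 and the type II difference 0.23 (exact permutation p = 0.164 for both).

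**Figure D2:**
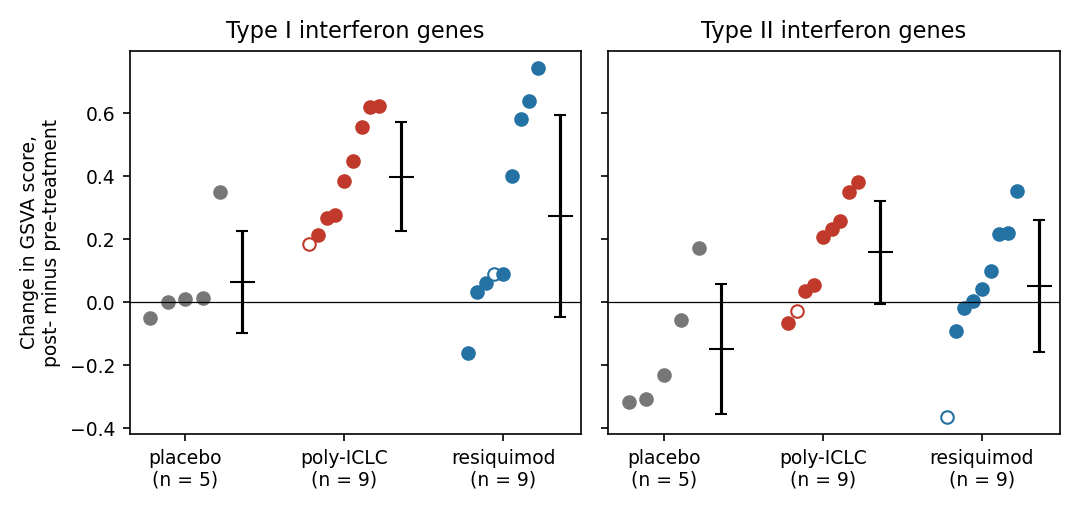
Change in the type I (left) and type II (right) interferon GSVA score of each patient, post-treatment minus pre-treatment, by treatment group. Filled dots are the paper's pairs, open dots the patients outside them, and black bars the mean ± SD. The type I changes of the poly-ICLC patients lie between 0.19 and 0.62 and those of the resiquimod patients between -0.16 and 0.74.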

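The absolute type I scores of the 42 samples of the paper's pairs had a median of -0.12. At or above this median were 14 of the 16 post-treatment samples of the TLR agonist groups (8 of 8 with poly-ICLC and 6 of 8 with resiquimod), 2 of the 5 post-treatment samples with placebo and 5 of the 21 pre-treatment samples. For the type II scores, 11 of the 16 post-treatment samples of the agonist groups lay at or above the median (7 of 8 with poly-ICLC and 4 of 8 with resiquimod), with 1 of 5 for placebo and 9 of the 21 pre-treatment samples. Over all 46 samples, 16 of the 18 post-treatment samples of the agonist groups and 5 of the 23 pre-treatment samples lay at or above the type I median, and 12 of 18 and 10 of 23 at or above the type II median. The highest type I score was 0.46 in a post-treatment resiquimod sample, and the lowest post-treatment score in the agonist groups was -0.27, also with resiquimod. The highest pre-treatment type I score over all 46 samples was -0.0037, in resiquimod patient 1. The grade of the glioma was not used here.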

PBMC samples with higher absolute enrichment scores of interferon gene sets were dominated by post-treatment samples from both grade III and IV glioma patients in the TLR-agonist treated groups (Figure 1G). We noted that the resiquimod group had a more heterogenous response, which resulted in a lower degree of statistical significance compared to that of poly-ICLC group. Nonetheless, the two TLR agonist-treated groups showed a largely similar trend in treatment-induced gene expression changes, which included a measurable increase in the expression of ISGs in the peripheral blood of malignant glioma patients.

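The spread of the type I score change was compared between the agonist groups as the mean absolute deviation from the group median. Over the paper's pairs it was higher with resiquimod by 0.15 (2-sided exact permutation p = 0.0137), and over all patients by 0.12 (exact permutation p = 0.215). Without resiquimod patient 2 the difference fell to 0.07, and without resiquimod patient 7 it was 0.15 (exact permutation p = 0.0133). Among the patients with filled entries for unassigned reads it was 0.21 (exact permutation p = 0.0012). The type I changes over the paper's pairs ranged from 0.21 to 0.62 with poly-ICLC and from -0.16 to 0.74 with resiquimod. On log2 CPM the difference in spread was 0.02 (exact permutation p = 0.746).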

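The mean log2 change of each of the 16792 genes that pass the paper's filter, minus that with placebo, was compared between the agonists. Across genes, which are not independent replicates, the Pearson correlation of these differences was 0.755 over the paper's pairs and 0.822 over all patients. Both differences share the same placebo patients, which correlates them by construction. In 100 simulations that took the mean change of each group away and reassigned the patients to groups of the same sizes, the median correlation was 0.632 for the paper's pairs and 0.688 for all patients, and 22 of 100 were at least as high as observed in each case. Under the paper's rule, 14 genes were higher than placebo in both agonist groups over the paper's pairs, where the simulations gave a median of 7.5 and 32 of 100 gave at least as many. Over all patients 6 genes were higher in both, with a median of 12 and 65 of 100 simulations giving at least as many.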

### TLR agonist treatment induces systemic T cell activation, monocyte proliferation and interferon responses in myeloid and lymphoid populations.

We performed CyTOF on PBMC timepoints with a 27-marker heavy metal antibody-conjugated panel for 20 of the 23 patients (placebo, n=4 pairs; poly-ICLC, n=9 pairs; resiquimod, n=7 pairs; see Supplementary Table 3A, B). The panel was selected to be able to broadly characterize different immune cell types, activation/effector, memory and exhaustion phenotypes, with a bias towards T-cell relevant markers. The different immune cell type populations were visualized by the uniform manifold approximation and projection (UMAP) method (Figure 2A), which we broadly assigned to seven different major immune populations based off the normalized heatmap marker expression (Figure 2B).

After 3 cycles of treatment, the post-treatment samples of patients in the TLR agonist groups showed a significant increase in the proportion of proliferating Ki67+ CD14+ classical monocytes (Figure 2C, Supplementary Table 3C). Such findings were supported by the increased monocyte fraction and *CD14* transcript expression after ATL-DC+TLR agonist-treated samples (Supplementary Figure 2A, B, Supplementary Table 3D). 

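CD14, on chromosome 5 from 140631728 to 140633700, had a median count of 51.5 per sample (range 13 to 153). Over the paper's pairs its log2 change was 2.01 ± 0.88 with poly-ICLC (SD, n = 8, 8 of 8 patients up), 1.2 ± 1.23 with resiquimod (SD, n = 8, 6 up) and 0.57 ± 0.97 with placebo (SD, n = 5, 4 up). The difference from placebo was 1.44 with poly-ICLC (2-sided exact permutation p = 0.0295, adjusted p = 0.0591 over the 4 comparisons of CD14 and PDCD1) and 0.63 with resiquimod (exact permutation p = 0.354). Poly-ICLC patient 9, who is outside the paper's pairs, had a change of -3.12, and resiquimod patient 1, also outside them, had -0.90. Over all 23 patients the difference was 0.87 with poly-ICLC (exact permutation p = 0.387) and 0.40 with resiquimod (exact permutation p = 0.573), so that leaving out poly-ICLC patient 9 alone moved the comparison past 0.05. Among the patients with filled entries for unassigned reads it was 1.33 (exact permutation p = 0.0788) and 0.60 (exact permutation p = 0.495). With the change in counts on olfactory receptor genes as a covariate the difference with poly-ICLC was -0.05 (permutation p = 0.916), and among patients whose label gives day 29 that with resiquimod was -0.06 (exact permutation p = 0.956). A GSVA score of 12 monocyte genes, of which 11 pass the paper's filter, changed over the paper's pairs by 0.48 ± 0.48 with poly-ICLC and 0.10 ± 0.58 with resiquimod, against 0.01 ± 0.43 with placebo. Its difference was 0.47 (exact permutation p = 0.0979) and 0.08 (exact permutation p = 0.784). Over all patients it was 0.36 with poly-ICLC (exact permutation p = 0.234) and 0.01 with resiquimod (exact permutation p = 0.970), with patient 9 at -0.52 and resiquimod patient 1 at -0.54.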

ATL-DC+TLR agonist treatment induced PD-1 expression in CD4 T cell population and increased the T-cell normalized expression of *PDCD1* (the transcript that encodes PD-1 protein) (Figure 2D, Supplementary Figure 2C). Moreover, expression of markers associated with irreversible T cell exhaustion, such as CD38 and CD39 ^33,34^, were also reduced after ATL-DC+TLR agonist treatment (Figure 2D, Supplementary Figure 2D). 

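PDCD1, on chromosome 2 from 241849884 to 241858894, had a median count of 75 per sample (range 7 to 582). The paper's text does not name the genes used for T-cell normalization, and the mean log2 value of CD3D, CD3E and CD3G was subtracted here. Their median counts were 25.5, 19 and 5. Over the paper's pairs, PDCD1 relative to these genes changed by 4.39 ± 2.11 on the log2 scale with poly-ICLC (SD, n = 8, 8 of 8 patients up), 1.48 ± 3.00 with resiquimod (SD, n = 8, 6 up) and 0.05 ± 3.93 with placebo (SD, n = 5, 2 up). The difference from placebo was 4.33 with poly-ICLC (2-sided exact permutation p = 0.0264, adjusted p = 0.0591 over 4 comparisons) and 1.42 with resiquimod (exact permutation p = 0.478). Poly-ICLC patient 9 had a change of -3.63 and resiquimod patient 1 one of 3.23. Over all 23 patients the difference was 3.44 with poly-ICLC (exact permutation p = 0.108) and 1.62 with resiquimod (exact permutation p = 0.386). Without placebo patient 3 it was 5.03 with poly-ICLC (exact permutation p = 0.0210) and 3.20 with resiquimod (exact permutation p = 0.0713), and without placebo patient 4 it was 2.39 (exact permutation p = 0.266) and 0.57 (exact permutation p = 0.780). PDCD1 itself, not relative to T cell genes, changed over the paper's pairs by 1.05 ± 1.60 with poly-ICLC, 0.36 ± 1.39 with resiquimod and -0.86 ± 2.19 with placebo. Over all patients its difference was 1.91 with poly-ICLC (exact permutation p = 0.0784) and 0.92 with resiquimod (exact permutation p = 0.371). Among the patients with filled entries for unassigned reads the T-cell normalized difference was 4.02 with poly-ICLC (exact permutation p = 0.0758) and 1.85 with resiquimod (exact permutation p = 0.405). With the change in counts on olfactory receptor genes as a covariate it was 1.61 with poly-ICLC (permutation p = 0.191). In the post-treatment samples alone, the difference with resiquimod was -0.25 (exact permutation p = 0.864).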

Increased expression of PD-1 and decreased expression of CD38 and CD39 suggest the ATL-DC+TLR agonist combination therapy can improve systemic T cell activity and cellular fitness in the patient.

To delineate the changes induced by ATL-DC and TLR agonist treatment in discrete peripheral blood immune cell subsets, we performed single cell RNA-seq on selected patients at baseline and then following the completion of therapy. We analyzed two representative sample pairs from each cohort (placebo, poly-ICLC, and resiquimod) (Supplementary Table 3E). We identified a total of twelve clusters from the total PBMC immune cell population and annotated these clusters based on differentially expressed gene markers in each cluster. From the initial clustering, we were able to identify multiple populations of CD4^+^ and CD8^+^ T cells, two populations of NK cells, three monocytic cell populations, B cell, and dendritic cells (type 2 conventional dendritic cells (cDC2) and plasmacytoid dendritic cells (pDCs), in accordance with the previous characterization of these cell types in peripheral blood (Figure 2D and Supplementary Figure 2E, F).

Differential gene expression analysis across the different lymphoid and myeloid populations revealed concordant upregulation of known ISGs (e.g. *IFI6/35/44L, ISG15/20*, *IFIT3*, *IFITM1/3*, *GBP1/5*, *MX1, STAT1 and CXCL10*) and antigen presentation related proteasomes (*PSMB9* and *PSME2*) in both TLR agonist sample pairs. The induction was weaker in the paired PBMC samples obtained from the resiquimod group compared to the poly-ICLC group (Figure 2F, G).

Thus, our combination of high dimensional proteomics, bulk and single cell RNAseq demonstrates how adjuvant TLR administration in conjunction with ATL-DC reproducibly increases the proportion of canonical CD14+ monocytes within the systemic blood circulation. This TLR agonist administration was also associated with enhanced T cell activity, coupled with decreased expression of CD38 and CD39 and their downstream T cell-suppressive adenosine pathway ^33–35^ . ATL-DC+TLR agonist-driven induction of ISGs across lymphoid and myeloid populations identified in our scRNAseq analysis corroborated our bulk transcriptomic analysis. 

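In the bulk data, the ISGs and proteasome genes that the single-cell results name in the text were looked up as a list of 15 genes, 14 of which were tested in edgeR's fit over all patients. Against placebo with poly-ICLC, 8 were higher and 6 lower, from -1.10 for CXCL10 to 2.35 for IFITM1 on the log2 scale, with 0 under 0.05 after adjustment over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. Against placebo with resiquimod, 10 were higher and 4 lower, with 0 under 0.05 by any of these counts. Within the poly-ICLC group 7 were higher and 7 lower after treatment, with 2 under 0.05 adjusted over the list alone, and within the resiquimod group 8 were higher and 6 lower, with 1 under 0.05 adjusted over the list alone. The study named these genes from other samples of the same trial, so the counts adjusted over the list are not fully independent of it. The GSVA score of the list changed over the paper's pairs by 0.56 ± 0.42 with poly-ICLC (SD, n = 8, 7 up), 0.27 ± 0.49 with resiquimod (SD, n = 8, 6 up) and -0.03 ± 0.25 with placebo (SD, n = 5, 2 up). Its difference from placebo was 0.59 with poly-ICLC (2-sided exact permutation p = 0.0202) and 0.30 with resiquimod (exact permutation p = 0.234). Over all patients it was 0.54 with poly-ICLC (exact permutation p = 0.0275) and 0.31 with resiquimod (exact permutation p = 0.191). Several of these transcripts had few counts, with a median of 4 per sample for ISG15, 4 for MX1, 2 for IFI44L, 1 for IFI6 and 1 for CXCL10. ISG15 changed over the paper's pairs by 0.17 ± 1.47 with poly-ICLC, 0.12 ± 1.86 with resiquimod and -0.86 ± 1.90 with placebo, differences within the spread of the patients. In the patients outside these pairs, ISG15 changed by 3.37 (poly-ICLC patient 9) and by -0.53 (resiquimod patient 1).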

Given the consistent systemic changes observed with TLR agonist administration, we wondered if there were survival differences between these patient populations.

### Long-term clinical outcomes of malignant glioma patients treated with ATL-DC vaccination plus adjuvant TLR agonists.

Median follow-up of patients treated on this clinical trial was 2.2 years after surgery, although the long-term survivors have now been followed for over 10 years. Median progression-free survival (PFS) was 8.1 months; and median overall survival (OS) was 26.6 months. Although this clinical trial was not designed to be statistically powered to detect changes in survival between the treatment groups, we nonetheless noted statistically significant differences in median survival between the treatments groups for both OS (placebo: 7.7 months, poly-ICLC: 52.5 months, and resiquimod: 16.7 months; log-rank P=0.017) and PFS (placebo: 5.5 months, poly-ICLC: 31.4 months and resiquimod: 8.1 months; log-rank P=0.0012) (Figure 3A). Because the trial included patients with both grade III and IV tumors, we stratified our analysis based on tumor grade. When we analyzed only the grade IV (GBM) patients, we observed a trend towards improved PFS (log-rank P=0.068) and OS (P not significant) (Figure 3B). Interestingly, for the IDH mutant/Grade III cohort, all four patients that received ATL-DC + poly-ICLC treatment are still alive at the data cutoff date (three of the patients have survival > 120 months and one > 112 months), and they have significantly longer OS and PFS compared to the other grade III patients who received ATL-DC + resiquimod or ATL-DC alone (Figure 3C).

We performed multivariate Cox proportional hazard (PH) analysis, adjusting for clinical variables that are significantly correlated with OS or PFS as a single variable (tumor grade, MGMT methylation status, and number of recurrences). Our analysis confirmed that patients in either the poly-ICLC or resiquimod treatment group had a lower risk of progression that was independent of grade, MGMT methylation, and number of recurrences (Figure 3D). Risk of death was significantly lower in the poly-ICLC group, while the resiquimod group showed a similar trend that was not statistically significant (Supplementary Figure 3A). In the GBM patient subset, TLR agonist treatment also significantly lowered risk of recurrence, but not risk of death (Figure 3E, Supplementary Figure 3B).

To determine whether this treatment directly impacted tumor volume, MR imaging was performed, and contrast-enhancing tumor volume was quantified over time. We noted that the rate of tumor volume increase over time in the ATL-DC/placebo treatment cohort was higher than in the ATL-DC/resiquimod treatment (p=0.022) and the ATL-DC/poly-ICLC treatment groups (P < 0.001; Figure 3F). Interestingly, we observed an increased T2/FLAIR MRI signal after completion of the vaccine series two of the four long-term survivors who received ATL-DC/poly-ICLC (Supplementary Figure 3C–D), but such findings are potentially confounded by prior radiation therapy, and thus we cannot ascribe such changes solely to the vaccine/TLR agonist intervention. However, this increased post-vaccination T2/FLAIR on MRI was not seen in patients who did not receive poly-ICLC (not shown).

### Interferon activation score in the peripheral blood immune cells is a significant predictor of survival after ATL-DC therapy.

Finally, we asked if the magnitude of interferon pathway induction by the adjuvant TLR agonist treatment directly correlated with OS or PFS. This could allow for the use of an interferon activity score as a biomarker for productive anti-tumor immune responses following ATL-DC immunotherapy. To this end, we stratified the patients by the median GSVA score of the “HALLMARK INTERFERON GAMMA RESPONSE” gene set in their post-treatment PBMC samples. 

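The type II ISG list stood in for the hallmark gene set here, and survival was not analysed. Over the 21 post-treatment samples of the paper's pairs, the median type II score was -0.07. At or above it lay 7 of 8 samples with poly-ICLC, 3 of 8 with resiquimod and 1 of 5 with placebo. Over all 23 post-treatment samples these numbers were 8 of 9, 3 of 9 and 1 of 5. The post-treatment type II score was 0.06 ± 0.18 with poly-ICLC (SD, n = 8), -0.01 ± 0.15 with resiquimod (SD, n = 8) and -0.23 ± 0.12 with placebo (SD, n = 5). In the post-treatment samples of all patients, without pairing, the score differed from placebo by 0.29 with poly-ICLC (2-sided exact permutation p = 0.0065) and 0.20 with resiquimod (exact permutation p = 0.0270).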

We confirmed that patients whose post-treatment samples displayed higher interferon gene set scores (≥ median) have longer OS and PFS than those with lower scores (Figure 4A, Supplementary Figure 4A). Separate analyses on the grade IV (GBM) and grade III glioma patients showed a concordant trend but with a lower degree of statistical significance; this was likely caused by the small sample sizes. Notably, multivariate Cox PH analysis confirmed that the interferon gene set score is a significant predictor of tumor recurrence (Figure 4B, C) and death (Supplementary Figure 4B). To ensure that the correlation is not specific to this single gene set, we confirmed that the gene set scores of other interferon gene sets after ATL-DC treatment are also positively correlated with the patients OS and PFS (Supplementary Table 4A, B).

Taken together, these data suggest that the addition of TLR agonists to ATL-DC vaccination shifts towards an interferon-induced immune response in both lymphoid and myeloid cells. The magnitude of this induction may be correlated with the systemic immune response and clinical outcome.

## DISCUSSION

We report herein that ATL-DC vaccination with adjuvant poly-ICLC or resiquimod is overall safe and well-tolerated in patients with malignant glioma. To achieve the primary immunological endpoints of this study, we utilized high-dimensional single-cell analysis to understand the systemic proteomic and transcriptomic changes induced by agonists of TLRs and other PRR in order to rationally determine the optimal therapeutic combination.

Our study is the first high dimensional single-cell analysis done in a clinical trial for malignant glioma patients treated with dendritic cell vaccination and TLR agonists. Although our study was not designed to examine what happens in the tumor microenvironment, our results indicate that we are able to sensitively detect systemic changes in the blood after intradermal autologous dendritic cell vaccination with and without TLR agonists. Adjuvant TLR agonist treatment promotes the expression of IFNα/β and IFNγ-induced genes on the peripheral lymphoid and myeloid cells, and GSEA further confirmed increased expression of the IFNα and IFNγ downstream genes, including IFNα/β-induced proteins *ISG15* and *STAT1*. *ISG15* stimulates IFNγ from lymphocytes ^36^ and negatively regulates IFNα/β signaling ^37^, and type I IFN maintenance of *STAT1* expression induces IFNγ signaling ^38^. Other genes that were significantly upregulated by TLR agonist treatment include PARP9-DTX3L, and this heterodimer is also known to amplify interferon signalling.^39^ 

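PARP9 lies on the minus strand of chromosome 3 from 122527924 to 122564577 and DTX3L on the plus strand from 122564338 to 122575203. Their exons overlap over 139 bp. PARP9 had a median of 292.5 counts per sample (range 52 to 1318), and DTX3L had a range of 0 to 188. In edgeR's test over all patients, the fitted log2 fold change against placebo of PARP9 was 2.84 with poly-ICLC (standard error 1.44, adjusted p = 0.732) and 2.57 with resiquimod (standard error 1.49, adjusted p = 1.00). That of DTX3L was 3.44 with poly-ICLC (standard error 0.96, adjusted p = 0.732) and 2.86 with resiquimod (standard error 0.96, adjusted p = 1.00). Leaving out poly-ICLC patient 9 moved the difference in the patients' mean change of PARP9 between poly-ICLC and placebo from 1.53 to 2.18. Without placebo patient 3, in whom DTX3L changed by -4.63, the difference in DTX3L was 1.77 with poly-ICLC (exact permutation p = 0.0042) and 1.21 with resiquimod (exact permutation p = 0.171).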

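The difference between the agonists itself was tested in the PBMC data. In the paper's pairs, the type I score rose by 0.13 more with poly-ICLC than with resiquimod (2-sided exact permutation p = 0.346), and the type II score by 0.08 more (exact permutation p = 0.320). Over all patients these differences were 0.12 (exact permutation p = 0.322) and 0.11 (exact permutation p = 0.248). Within the 17 patients with filled entries for unassigned reads they were 0.08 (exact permutation p = 0.631) and 0.10 (exact permutation p = 0.416). On log2 CPM the type II difference was -0.03 (exact permutation p = 0.753). In edgeR's test of poly-ICLC against resiquimod, 0 genes had an adjusted p under 0.05 over the paper's pairs (2081 unadjusted) and 0 over all patients (68 unadjusted). In camera's test of the lists between the agonists over all patients, the adjusted p was 0.626 for type I ISGs, 0.0842 for type II ISGs and 0.214 for antigen processing genes. With fry the direction of these 3 lists was opposite, with adjusted p of 0.634, 0.883 and 0.917 in the same edgeR fit. The result for antigen processing genes depended on the patients, with an unadjusted p from camera in the edgeR fit of 0.0648 over all patients, 2.1e-05 without poly-ICLC patient 9 and 4.1e-05 over the paper's pairs, higher with poly-ICLC. With olfactory receptor counts as a covariate in the edgeR fit the list was lower with poly-ICLC (unadjusted p from camera 0.253). The type I score differed from placebo past the threshold with poly-ICLC and not with resiquimod, and did not differ past it between the agonists.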

Our results support the conclusion that DC vaccination with poly-ICLC induces Type I and Type II IFN responses more effectively than with adjuvant resiquimod or a dendritic cell vaccine alone. Similar to our results, additional studies have identified poly-ICLC as the most effective TLR/PRR agonist when compared with others^40,41^. The downstream effect of this signaling in the lymphoid compartment appears to be increased T-cell activity, as well as decreased T cell exhaustion phenotype. Together, these effects may enhance of the activity of tumor antigen specific T cells generated from an active vaccine.

It is also important to recognize that, in contrast to resiquimod and even plain poly-IC, poly-ICLC signals through various PRRs in addition to TLR3, consistent with its role as an authentic viral mimic. The poly-lysine stabilizer also functions as a transfection agent. Specifically, poly-lysine bursts the endosome through a proton sponge effect and releases the dsRNA into the cytoplasm, where it then preferentially activates MDA5, OAS, PKR and other cytoplasmic dsRNA dependent systems ^21^. Among the actions generated putatively through MDA5 are a further increase in Type 1 IFN, depression of MDSC, expansion of CD8 T cell populations through IL-15, CD8 targeting and infiltration of tumor through CXCL10, and a direct Type 1 IFN-dependent effect on tumor endothelium through VCAM-1 ^42^. These effects are best seen with systemic (intramuscular or intravenous) rather than local (subcutaneous) administration, as we have done in the current study. Such adjuvant responses induced by poly ICLC may play a role in the longer-term maintenance of the immune responses generated by ATL-DC vaccination, but further studies are required to verify these findings.

While malignant gliomas are usually conceived of as a locoregional disease with essentially no capacity to spread outside the central nervous system, there has been a growing understanding of the role that systemic tissues play in priming, developing and/or suppressing an immune response in the brain. The catalog of known pervasive systemic immune deficits in glioblastoma patients is continually growing ^43^. The failure of immune checkpoint inhibitor therapy in malignant gliomas has led many to conclude that immune cells in the tumor microenvironment of cancers unresponsive to these checkpoint inhibitors may exist in an irreversible, terminally exhausted state^44,45^. The generation of *de novo* tumor antigen-specific immune responses in the periphery that lead to new T-cell infiltration into the tumor microenvironment may be required to overcome this barrier^46^. Dendritic cell vaccines are a robust example of an agent capable of mediating the initiation of such a T-cell response.

We were able to detect an immunosuppressive phenotype in the myeloid cells of the placebo treatment cohort. Monocytes and DCs after ATL-DC/placebo vaccination showed upregulation of *CLEC12A,* which is a recently characterized inhibitory pattern recognition receptor expressed selectively on myeloid cells. This C-type lectin receptor is known to be downregulated following activation^47^ and thought to control noninfectious inflammation ^48^. Gene expression of CLEC12A was absent in the ATL-DC/poly-ICLC group and only slightly increased in the ATL-DC/resiquimod group. The fraction of monocytes in the systemic circulation is known to be an important biomarker for the response to PD-1 checkpoint blockade immunotherapy ^49^. In conjunction with our other findings that the TLR agonists induced a higher fraction of CD14+ classical monocytes in the blood, such data suggest that the combination of ATL-DC+TLR agonist with immune checkpoint blockade may be a rational choice. In fact, we have now initiated a phase I trial combining ATL-DC+Poly-ICLC with pembrolizumab in recurrent glioblastoma patients (NCT04201873).

While encouraging, our clinical findings must be interpreted with caution. Even though this was a randomized clinical trial, the small number of patients enrolled likely contributed to an imbalance in patient selection between the treatment groups. The patients randomized to the resiquimod group and poly ICLC group were approximately consistent, but the patients in the ATL-DC + placebo had more unfavorable clinical characteristics. We found that ATL-DC vaccinated patients randomized to receive adjuvant TLR agonists demonstrated a statistically significant extended overall time to tumor progression and slower rates of tumor growth, compared with those who received adjuvant placebo. The poly-ICLC group was further associated with a statistically significant increase in overall median survival. Some of the grade III gliomas treated with ATL-DC/poly-ICLC exhibited unique T2/FLAIR changes on brain MRI scans following DC vaccination, but such findings were confounded by previous radiation therapy, even though such changes were not seen in the other patients. The significance of these imaging findings is not clear and needs to be replicated.

In conclusion, we demonstrate that autologous dendritic cell vaccination plus TLR agonists in patients with malignant gliomas generates a systemic interferon activation signature in the peripheral blood that is correlated with overall survival. Although this was a randomized study, it was powered for immune biomarker analysis, not for survival. As such, the clinical efficacy outcomes should be interpreted with caution. Given the noted long-term survival with the adjuvant use of poly-ICLC with DC vaccination, particularly in the grade III cohort of patients, further clinical trials that incorporate these combinations of immunotherapeutic agents are warranted.

## METHODS

### Study design.

This was a single-center, randomized, open-label multi-arm phase II clinical trial. The study protocols were approved by independent ethics committees and institution review boards as required. Patients were recruited and completed treatment between 2010 and 2014, with survival follow-up until the present date. All patients gave written informed consent before enrollment.

Twenty-three patients with high-grade WHO Grade III or IV gliomas were enrolled in this protocol. To be eligible for the primary cohort, patients had to be >18 years and have newly diagnosed or recurrent WHO Grade III or IV malignant glioma, as determined through central pathology review. For all patients, a Karnofsky Performance Score (KPS) of ≥ 60, adequate bone marrow, liver, and renal function, life expectancy of ≥ 8 weeks, no other prior malignancy within the last 5 years, no active viral infections, and sufficient resected tumor material to produce the autologous vaccine were required. All newly diagnosed patients underwent surgical resection followed by radiation and chemotherapy with temozolomide for 6 weeks, per standard of care. Patients in the recurrent setting proceeded to trial treatment, after recovery from surgery. All patients were scheduled to receive ATL-DC. Patients were then randomized to receive either placebo, resiquimod (topical 0.2%, 3M), or poly-ICLC (20 mcg/kg i.m., Oncovir) as an adjuvant to the DC vaccine. Patients underwent leukapheresis to obtain adequate numbers of PBMC for DC generation. For the study treatment, we processed the resected tumor tissue into a lysate, then prepared and cryopreserved the autologous DCs as we previously described^2,3^. Patients were then treated with three intradermal injections of autologous tumor lysate-pulsed DC plus adjuvant TLRs/placebo on days 0, 14, and 28. Follow-up for patients was conducted at the study site for vital signs, KPS, hematology and serum chemistries, as well as neurological and physical examinations.

### Clinical assessments.

Safety was assessed on the basis of occurrence of adverse events, which were categorized according to the NCI Common Toxicity Criteria for Adverse Events v. 4.0. Safety assessments were performed on the day of vaccination and 1 week after each vaccination during the treatment phase, and every 2 months thereafter until tumor progression or death.

Anatomic MR images were acquired prior to DC + adjuvant treatment and at 2-month intervals for all patients using the standardized brain tumor imaging protocol (BTIP)^50^, including three dimensional pre- and post-contrast T1-weighted images at 1–1.5mm isotropic resolution, two-dimensional T2-weighted and T2-weighted fluid attenuated inversion recovery (FLAIR) images with 3–4mm slice thickness and no interslice gap, and diffusion-weighted images with *b=*0, 500, and 1000 s/mm^2^, 3–4mm slice thickness and no interslice gap. Disease progression was determined using the modified RANO criteria^51^. Additionally, post-hoc quantitative tumor volumetric analysis was performed using contrast-enhanced T1-weighted digital subtraction maps and segmentation techniques described previously ^52–54^. Briefly, linear registration was first performed between all images including contrast enhanced T1-weighted images and T2-weighted and/or FLAIR images to nonenhanced T1-weighted images using a 12–degree-of-freedom transformation and a correlation coefficient cost function. Next, intensity normalization and bias field correction was performed for both nonenhanced and contrast enhanced T1-weighted images, and voxel-by-voxel subtraction between normalized nonenhanced and contrast-enhanced T1-weighted images was performed. Image voxels with a positive (greater than zero) before-to-after change in normalized contrast enhancement signal intensity (i.e., voxels increasing in MR signal after contrast agent administration) within T2-weighted FLAIR hyperintense regions were isolated to create the final T1 subtraction maps. Estimates of tumor volume included areas of contrast enhancement on T1 subtraction maps including central necrosis (defined as being enclosed by contiguous, positive enhancing disease).

### Patient samples.

Heparinized peripheral blood was collected at the baseline visit and at each treatment visit for immune monitoring. Peripheral blood mononuclear cells were collected in CPT tubes (BD Biosciences, cat: 362753), isolated according to the manufacturer’s protocol, placed in freezing media made of 90% human AB serum (Fisher Scientific, cat. MT35060CI) and 10% dimethyl sulfoxide (Sigma, cat. C6295–50ML) and stored in liquid nitrogen until the time of analysis. On the day of data acquisition, samples were thawed in a 37°C water bath and washed in RPMI-1640 media (Genesse Scientific, cat: 25–506) supplemented with FBS and penicillin and streptomycin. Patient tumor samples were attained immediately following surgery.

### Generation of autologous dendritic cell vaccines.

Monocyte-derived DCs were established from adherent peripheral blood mononuclear cells (PBMC) obtained via leukapheresis performed at the UCLA Hemapheresis Unit, as we have published on previously ^3,6,55^. All *ex vivo* DC preparations were performed in the UCLA-Jonsson Cancer Center GMP facility under sterile and monitored conditions. In brief, dendritic cells were prepared by culturing adherent cells from peripheral blood in RPMI-1640 (Gibco) and supplemented with 10% autologous serum, 500 U/mL GM-CSF (Leukine^®^, Amgen, Thousand Oaks, CA) and 500 U/mL of IL-4 (CellGenix), using techniques described previously ^56^. Following culture, DCs were collected by vigorous rinsing and washed with sterile 0.9% NaCl solution. The purity and phenotype of each DC lot was also determined by flow cytometry (FACScan flow cytometer; BD Biosciences, San Jose, CA). Cells were stained with FITC-conjugated CD83, PE-conjugated CD86 and PerCP-conjugated HLA-DR mAb’s (BD Biosciences). Release criteria were >70% viable by trypan blue exclusion, and >30% of the large cell gate being CD86^+^ and HLA-DR^+^. One day before each vaccination, DC were pulsed (co-cultured) with tumor lysate overnight, washed, and the final product was tested for sterility by Gram stain, mycoplasma and endotoxin testing prior to injection.

### Molecular and Immune Analyses

#### CyTOF.

Cells for mass cytometry analysis were prepared according to the Maxpar cell surface staining protocol. Briefly, 0.5 to 3 × 10^6^ cells were washed with PBS and treated with 0.1mg/mL of DNAse I Solution (StemCell Technologies, cat: 07900) for 15 minutes at room temperature. Cells were then resuspended in 5 μM Cell-ID cisplatin (Fluidigm, cat: 201064) as a live/dead marker for 5 minutes at room temperature. After quenching with the Maxpar cell staining buffer (Fluidigm, cat: 201068), the cells were incubated with a 23-marker panel for 30 minutes at room temperature. After washing, cells were incubated overnight in 125 nM iridium intercalation solution (1000X dilution of 125 μM Cell-ID Intercalator-Ir; Fluidigm, cat: 201192A) in Maxpar Fix and Perm Buffer (Fluidigm, cat: 201067) to label intracellular DNA. The next morning, cells were washed with cell staining buffer and distilled water. The samples were processed on a Helios mass cytometer (Fluidigm) in the University of California, Los Angeles Jonsson Comprehensive Cancer Center Flow Cytometry core.

The CyTOF data was normalized utilizing EQ four element calibration beads (Fluidigm, cat: 201078) with the R package *premessa* (version 0.2.4, Parker Institute for Cancer Immunotherapy) following removal of dead cells. A total of 5,000 cells were subsampled from each sample (except for sample S16-07-2-Day 1 where we only had 4,861 cells). Subsequently, bead normalized data from 45 samples were integrated as described previously^57^. Briefly, flow cytometry standard (FCS) files were loaded into R with the *flowCore* package (version 2.8.0). Raw marker intensities were transformed utilizing hyperbolic inverse sine (arcsinh) with cofactor of 5. Cell population identification was carried out using unsupervised clustering using *FlowSOM* package (version 2.4.0) and subsequent metaclustering using ConsensusClusterPlus package (version 1.60.0). The metaclusters were manually curated to identify canonical populations in Figure 2B (including one unknown cluster with little/no marker expression). The high dimensional data was visualized with the Uniform Manifold Approximation and Projection (UMAP). Differential marker analysis across treatment groups were first performed using the linear mixed model analysis pipeline as described^57^. Markers with nominally significant p-values in one or more cell populations (P ≤ 0.05; e.g CD39, CD38, Ki-67, PD-1) were visualized in boxplots; statistical significance computed using the linear mixed model were further confirmed using non-parametric Wilcoxon rank sum test.

#### Bulk RNAseq.

Total RNA was isolated from frozen PBMC of the patients isolated at baseline and after three biweekly vaccines with ATL-DC plus adjuvant (placebo: 5 pairs, resiquimod: 8 pairs and poly-ICLC: 8 pairs; see Supplementary Table Clinical) using the ZYMO quick RNA extraction kit. We utilized the TruSeq RNA exome kit to construct the RNA sequencing libraries. Paired-end, 2 × 100 base pair (bp) transcriptome reads were mapped to the Genome Reference Consortium Human Build 38 (GRCh38) reference genome using HISAT2 (version 2.0.6) ^58^. The gene level counts were generated by the HTSeq-count program (version 0.5.4p5) ^59^. We utilized the DESeq2 R package’s counts function (version 1.24.0)^60^ to compute the normalized gene expression values from the raw gene expression counts. DESeq2 normalized gene expression was log2 transformed after adding a pseudo count of 1. For subsequent differentially expressed genes (DEGs) and gene set enrichment analyses, we only included the known genes (i.e genes with RefSeq transcripts ID starting with “NM_”, that satisfy: 1) normalized expression IQR ≥ 1; and 2) normalized log2 expression ≥ 1 in at least one of the samples.

Based on the filtered gene list, we first obtained the patient-specific, log2 fold change of each gene before and after the ATL-DC vaccine treatment. Next, the mean of the log2 fold changes in the poly-ICLC or resiquimod group is compared to those in the placebo group. Genes showing at least 2-fold upregulation in any of the TLR agonist treated group (resiquimod or poly-ICLC, nominal t-test p-value ≤ 0.05) with respect to the placebo were tested for significant overlap with gene ontology and known gene sets using the web-based tools, ENRICHR ^61^.

To calculate single sample gene set enrichment of the interferon related genes, we used the Gene Set Variation Analysis (GSVA) package (version 1.32.0) ^62^. To compute the GSVA scores, the filtered, log2 normalized gene expression were supplied to the GSVA program using the ‘kcdf=Gaussian’ mode. We manually selected gene sets that are related to interferon pathway activation from the c2.cgp, c6, c7, hallmark geneset collections of the Broad Institute’s Molecular Signatures Database (version 7.0) ^63^.

#### Single-cell RNA-seq sample processing and data analysis.

The cells for scRNAseq analysis were resuspended in PBS at a concentration of 1,000 cells/μl. We only selected representative patients from each treatment group whose PBMC quality were sufficient for single cell RNAseq processing . Cell preparation, library preparation, and sequencing were carried out according to Chromium product-based manufacturer protocols (10X Genomics), targeting for a total of 10,000 cells sequenced. Single cell RNA sequencing was carried out on a Novaseq 6000 S2 2 × 50bp flow cell (Illumina) utilizing the Chromium single cell 3’ gene expression library preparation (10X Genomics).

The data was aligned with Cell Ranger (version 3.1.0) and aligned to the Genome Reference Consortium Human Build 38 (GRCh38). Data was imported into R (version 4.2.1) and analyzed with the Seurat package (version 4.2.0)^64^. For quality assurance, cells with greater than 20% mitochondrial features were excluded from further analysis. We analyzed a total of 99,590 cells after the QC step. The Seurat data object from each sample were then integrated and scaled, regressing out the percent mitochondrial features and cell cycle score difference, as described(https://satijalab.org/seurat/index.html). We manually identified each cluster using the genes that were differentially expressed as determined by *FindAllMarker* function; they are visualized using R’s ggplot2 and pheatmap packages. Differentially expressed genes (DEGs) corresponding to each treatment group (Placebo vs. Poly-ICLC vs. resiquimod) were computed by first computing cluster-specific DEGs between each group against the pre-treatment (Day 0) samples. The union of cluster-specific DEGs that were seen in at least 20% of all comparisons (the total number of comparisons is the number of treatment groups (3 groups) times number of lymphoid or myeloid clusters) were selected as recurrent DEGs shown in the heatmaps of Figure 2F and 2G.

### Statistical analysis.

For the percentage comparisons in the CyTOF analysis, we used the Wilcoxon rank sum test for non-parametric data for 2 independent samples and compared baseline (Day 0) to Day 1 or Day 29. We performed Fisher’s exact test for testing the null of independence of the phenotypic and genotypic characteristics and treatments using the *stats* package in R. Differences in transcript expression log2 fold changes FC and GSVA scores in the bulk RNA-seq data were calculated with unpaired T test with non-equal variances (two-sided Welch t test). The differences in overall survival or time to progression following treatment (either combination of ATL-DC and placebo, ATL-DC and adjuvant poly-ICLC or ATL-DC and adjuvant resiquimod treatment) were assessed using log-rank test (visualized using R’s survminer package). We further performed multivariable cox proportional hazard (cox PH) regression analysis with HRs (95% CIs) to determine if any of the treatment regimen were significantly predictive of overall survival or time to progression after adjusting for clinical covariates, such as WHO grade, number of recurrences, and MGMT status. The association between interferon pathway score and overall survival or time to progression was analyzed similarly using log-rank (univariate) and Cox PH (multivariate) analyses.

## Supplementary Material

Supplement 1

## Figures and Tables

**Figure 1.**
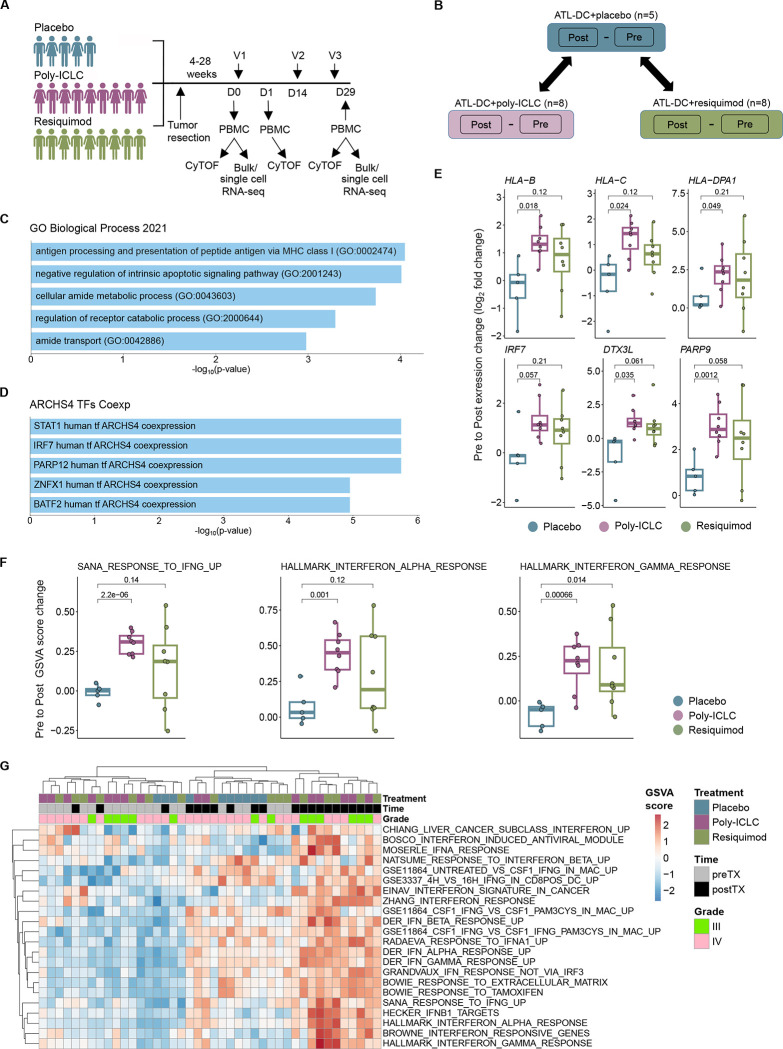
Combination of ATL-DC vaccine and TLR agonists results in a robust interferon pathway activation in the patient PBMCs. **A,** Timeline of PBMC acquisition and analysis using CyTOF and/or RNAseq. V = vaccine, D = Day. **B,** Schematic of differential gene expression analysis performed on pre-treatment and post-treatment PBMCs of indicated treatment groups. Differentially expressed genes (DEGs) in TLR agonist-treated groups are compared against their changes in the placebo group to identify DEGs specific to the TLR-agonist groups. **C, D,** Enriched gene set terms in Gene Ontology Biological Process (C) or ARCHS4 TF Coexp datasets that significantly overlap with the union of DEGs from ATL-DC + poly-ICLC and ATL-DC + resiquimod groups (P values, FDR-adjusted, two-sided fisher exact test). **E,** Differential gene expression (pre vs. post-treatment fold change, in log2) of representative antigen presentation and IFN related genes across treatment groups (P values, two-sided two-sided Welch t test). **F,** Gene set enrichment score differences (pre vs. post-treatment, delta GSVA score) of representative IFN related genesets across treatment groups (P values, two-sided Welch t test). **G,** Heatmap of single-sample, gene set enrichment scores (GSVA) of type I and type II interferon genesets in pre-treatment, ATL-DC + placebo, ATL-DC+poly-ICLC and ATL-DC+resiquimod samples.

**Figure 2.**
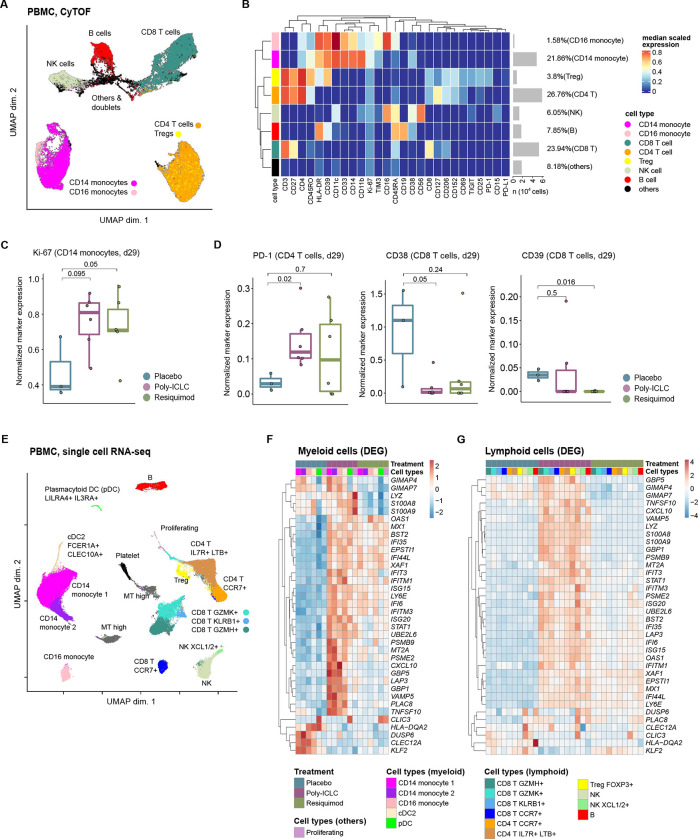
Single cell analysis reveals activation of systemic T cells and monocytes as a part of interferon pathway activation in all myeloid and lymphoid populations. **A,** A UMAP projection of the pre- and post-treatment PBMC sample pairs from twenty patients (placebo, n=4 pairs; poly-ICLC, n=9 pairs; resiquimod, n=7 pairs). Clustering was performed with a random sampling of 5,000 cells from each patient. **B,** Heatmap of normalized expression of all 27 cell markers within cell populations identified in the patient PBMCs. **C, D,** Normalized expression of indicated markers in monocyte (C), or T cell populations (D) within the PBMC samples of patients from indicated treatment groups. P values, two-sided Wilcoxon rank sum test. **E,** UMAP projection of the PBMC-derived single cells (n=99,590). Immune subset associated with each cluster is inferred based on the cluster’s differentially expressed transcripts. Canonical markers of known immune subsets are shown. **F, G,** Heatmaps showing the union of recurrent DEGs computed between ATL-DC treated samples (combined with placebo, resiquimod or poly-ICLC) and pre-treatment samples in the myeloid populations (F) or lymphocyte populations (G). Shown in the heatmaps are the log fold change values of the DEGs in each cell population grouped by their treatment groups.

**Figure 3.**
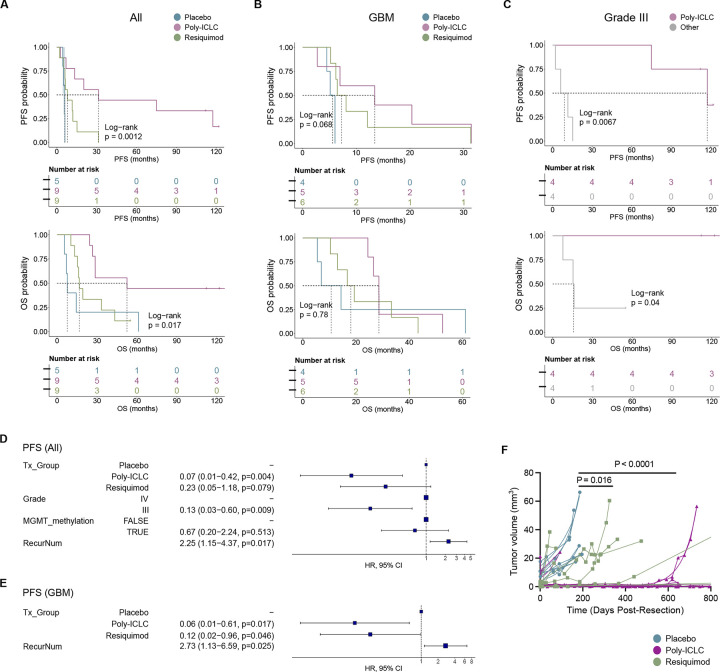
Combined ATL-DC vaccine and TLR agonist treatment show trends of improved tumor control and patient survival. **A, B, C,** Progression-free survival (PFS, top) and overall survival (OS, bottom) of all patients (A), patient subset with GBM (B), or grade III glioma (C) in indicated treatment groups. P values, log-rank test. **D, E,** Multivariate Cox proportional hazards analysis assessing the hazard ratios of tumor progression in TLR agonist treatment groups against placebo in all patients (D) or GBM subset after adjusting for other clinical covariates (Tx_Group=treatment group, RecurNum=number of recurrences prior to ATL-DC treatment). **F,** MR-computed volumes of post-treatment, recurrent tumors in indicated treatment groups. P values, unpaired, two-sided Wilcoxon rank sum test.

**Figure 4.**
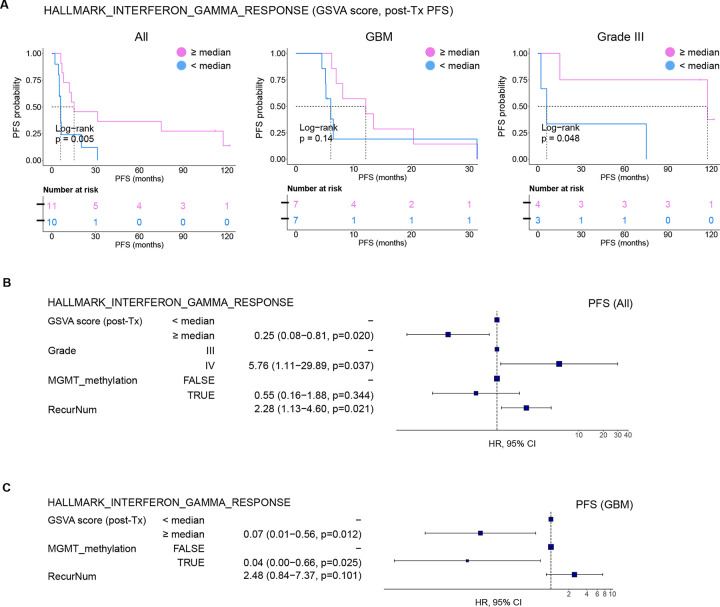
IFN pathway activation is a positive predictor of survival after ATL-DC vaccine and TLR agonist therapy. **A,** Kaplan-Meier progression-free survival curves of all patients (left), GBM (center), and Grade III glioma subsets (right) stratified by their HALLMARK_INTERFERON_GAMMA_RESPONSE GSVA scores in their post-treatment PBMCs. P values, log-rank test. **B, C,** Multivariate Cox proportional hazards analysis assessing hazard ratios of tumor progression in patients with high HALLMARK_INTERFERON_GAMMA_RESPONSE GSVA score of in all patients (B) or GBM subset (C) after adjusting for other clinical covariates.

**Table 1.** Baseline patient characteristics.

Variable	DC vaccine + placebo (n = 5)	DC vaccine + poly-ICLC (n =9)	DC vaccine + resiquimod (n=9)	Total (n=23)
Age (year)				
Mean (SD)	56.50 (13.75)	44.09 (12.04)	43.73 (8.80)	46.65 (11.98)
Median (IQR)	48.06	40.15	43.46	45.33
Sex				
Female, n (%)	2 (40%)	5 (56%)	3 (33%)	10 (43%)
Male, n (%)	3 (60%)	4 (44%)	6 (67%)	13 (57%)
OS (months)				
Mean (SD)	19.51 (23.49)	54.06 (34.63)	28.05 (23.82)	36–39 (30–93)
Median (iQr)	7.70	52.50	16.73	24.47
TTP (months)				
Mean (SD)	5.06 (1.10)	44.64 (36.26)	10.96 (8.64)	22.86 (28.80)
Median (IQR)	5.13	31.43	8.10	8.10
WHO grade, n (%)				
III	1 (20%)	4 (44%)	3 (33%)	7 (30%)
IV	4 (80%)	5 (56%)	7 (78%)	16 (70%)
Recurrence, n (%)				
None	1 (20%)	5 (56%)	3 (33%)	9 (39%)
Recurrence	4 (80%)	4 (44%)	6 (67%)	14 (61%)
MGMT status, n (%)				
Methylated	1 (20%)	4 (44%)	3 (33%)	8 (35%)
Unmethylated	4 (80%)	5 (56%)	6 (67%)	15 (65%)
EGFR classification, n (%)				
Amplified	3 (60%)	2 (22%)	5 (56%)	10 (44%)
Not amplified	1 (20%)	5 (56%)	3 (33%)	9 (39%)
Unknown	1 (20%)	2 (22%)	1 (11%)	4 (17%)
IDH status, n (%)				
Mutant	1 (20%)	4 (44%)	3 (33%)	8 (35%)
Wild-type	4 (80%)	5 (56%)	6 (67%)	15 (65%)
Avastin treatment, n (%)				
Treated	4 (80%)	5 (56%)	6 (67%)	15 (65%)
Not treated	1 (20%)	4 (44%)	3 (33%)	8 (35%)

**Table 2.** Adverse events across treatment cohorts.

Variable	DC vaccine + placebo (n = 5)	DC vaccine + poly-ICLC (n =9)	DC vaccine + resiquimod (n=9)	Total (n=23)
Any	1 (20%)	9 (100%)	8 (89%)	18 (78%)
Rash	0	1 (11%)	8 (89%)	9 (39%)
Fever	0	5 (56%)	3 (33%)	8 (35%)
Fatigue	1 (20%)	2 (22%)	3 (33%)	6 (26%)
Flu-like symptoms	0	2 (22%)	0	2 (9%)
Nasal congestion	0	1 (11%)	0	1 (4%)
Nervous system	0	4 (44%)	2 (22%)	4 (17%)
Headache	0	3 (33%)	1 (11%)	4 (17%)
Seizure	0	0	1 (11%)	1 (4%)
Sensory paresthesias	0	1 (11%)	0	1 (4%)
Cognitive disturbances	0	1 (11%)	0	1 (4%)
Ear pain	0	1 (11%)	0	1 (4%)
Musculoskeletal	0	3 (33%)	2 (22%)	5 (22%)
Neck pain	0	0	1 (11%)	1 (4%)
Body aches	0	1 (11%)	0	1 (4%)
Myalgia	0	2 (22%)	1 (11%)	3 (13%)
Gastrointestinal	0	1 (11%)	1 (11%)	2 (9%)
Nausea	0	1 (11%)	1 (11%)	2 (9%)
Vomiting	0	0	1 (11%)	1 (4%)
Cardiovascular / blood	0	0	2 (22%)	2 (9%)
Presyncope	0	0	1 (11%)	1 (4%)
Neutropenia	0	0	1 (11%)	1 (4%)

## Data Availability

Single-cell RNA sequencing data is available at Gene Expression Omnibus under accession ID GSE237581. The CyTOF data is uploaded to flowRepository with accession ID FR-FCM-Z6LY.

## Abbreviations:

GBM: Glioblastoma
TLR: toll-like receptor
DC: dendritic cell

## References

[1] Roger StuppM.E.H., MasonWarren P, van den BentMartin J, TaphoornMartin J B, JanzerRobert C, LudwinSamuel K, AllgeierAnouk, FisherBarbara, BelangerKarl, HauPeter, BrandesAlba A, GijtenbeekJohanna, MarosiChristine, VechtCharles J, MokhtariKarima, WesselingPieter, VillaSalvador, EisenhauerElizabeth, GorliaThierry, WellerMichael, LacombeDenis, Gregory CairncrossJ, MirimanoffRené-Olivier. Effects of radiotherapy with concomitant and adjuvant temozolomide versus radiotherapy alone on survival in glioblastoma in a randomised phase III study: 5-year analysis of the EORTC-NCIC trial. Lancet Oncol 10, 459–466 (2009).1926989510.1016/S1470-2045(09)70025-7

[2] LindaM.LiauR.M.P., KiertscherSylvia M., OdesaSylvia K, KremenThomas J, GiovannoneAdrian J., LinJia-Wei, ChuteDennis J., MischelPaul S., CloughesyTimothy F., and RothMichael D. Dendritic Cell Vaccination in Glioblastoma Patients Induces Systemic and Intracranial T-cell Responses Modulated by the Local Central Nervous System Tumor Microenvironment. Clin Cancer Res 11, 5515–5525 (2005).1606186810.1158/1078-0432.CCR-05-0464

[3] PrinsR.M., Gene expression profile correlates with T-cell infiltration and relative survival in glioblastoma patients vaccinated with dendritic cell immunotherapy. Clin Cancer Res 17, 1603–1615 (2011).2113514710.1158/1078-0432.CCR-10-2563PMC3071163

[4] OkadaH., Induction of CD8+ T-cell responses against novel glioma-associated antigen peptides and clinical activity by vaccinations with {alpha}-type 1 polarized dendritic cells and polyinosinic-polycytidylic acid stabilized by lysine and carboxymethylcellulose in patients with recurrent malignant glioma. J Clin Oncol 29, 330–336 (2011).2114965710.1200/JCO.2010.30.7744PMC3056467

[5] LiauLinda M., First results on survival from a large Phase 3 clinical trial of an autologous dendritic cell vaccine in newly diagnosed glioblastoma. J Transl Med 16, 1–9 (2018).2984381110.1186/s12967-018-1507-6PMC5975654

[6] LiauL.M., Association of Autologous Tumor Lysate-Loaded Dendritic Cell Vaccination With Extension of Survival Among Patients With Newly Diagnosed and Recurrent Glioblastoma: A Phase 3 Prospective Externally Controlled Cohort Trial. JAMA Oncol 9, 112–121 (2023).3639483810.1001/jamaoncol.2022.5370PMC9673026

[7] YuM. & LevineS.J. Toll-like receptor, RIG-I-like receptors and the NLRP3 inflammasome: key modulators of innate immune responses to double-stranded RNA viruses. Cytokine Growth Factor Rev 22, 63–72 (2011).2146697010.1016/j.cytogfr.2011.02.001PMC3109132

[8] MedzhitovR. Recognition of microorganisms and activation of the immune response. Nature 449, 819–826 (2007).1794311810.1038/nature06246

[9] HuangB., ZhaoJ., UnkelessJ.C., FengZ.H. & XiongH. TLR signaling by tumor and immune cells: a double-edged sword. Oncogene 27, 218–224 (2008).1817660310.1038/sj.onc.1210904

[10] WangR.F., MiyaharaY. & WangH.Y. Toll-like receptors and immune regulation: implications for cancer therapy. Oncogene 27, 181–189 (2008).1817659910.1038/sj.onc.1210906

[11] KawasakiT. & KawaiT. Toll-like receptor signaling pathways. Front Immunol 5, 461 (2014).2530954310.3389/fimmu.2014.00461PMC4174766

[12] MatsumotoM., Subcellular localization of Toll-like receptor 3 in human dendritic cells. J Immunol 171, 3154–3162 (2003).1296034310.4049/jimmunol.171.6.3154

[13] SeyaT., FunamiK., TaniguchiM. & MatsumotoM. Antibodies against human Toll-like receptors (TLRs): TLR distribution and localization in human dendritic cells. J Endotoxin Res 11, 369–374 (2005).1630309310.1179/096805105X67292

[14] McKimmieC.S. & FazakerleyJ.K. In response to pathogens, glial cells dynamically and differentially regulate Toll-like receptor gene expression. J Neuroimmunol 169, 116–125 (2005).1614665610.1016/j.jneuroim.2005.08.006

[15] OlsonJ.K. & MillerS.D. Microglia initiate central nervous system innate and adaptive immune responses through multiple TLRs. J Immunol 173, 3916–3924 (2004).1535614010.4049/jimmunol.173.6.3916

[16] CarpentierP.A., Differential activation of astrocytes by innate and adaptive immune stimuli. Glia 49, 360–374 (2005).1553875310.1002/glia.20117

[17] FarinaC., Preferential expression and function of Toll-like receptor 3 in human astrocytes. J Neuroimmunol 159, 12–19 (2005).1565239810.1016/j.jneuroim.2004.09.009

[18] BsibsiM., Toll-like receptor 3 on adult human astrocytes triggers production of neuroprotective mediators. Glia 53, 688–695 (2006).1648252310.1002/glia.20328

[19] ZhuX., Toll like receptor-3 ligand poly-ICLC promotes the efficacy of peripheral vaccinations with tumor antigen-derived peptide epitopes in murine CNS tumor models. J Transl Med 5, 10 (2007).1729591610.1186/1479-5876-5-10PMC1802742

[20] GuardaG., Type I interferon inhibits interleukin-1 production and inflammasome activation. Immunity 34, 213–223 (2011).2134943110.1016/j.immuni.2011.02.006

[21] SultanH., WuJ., KumaiT., SalazarA.M. & CelisE. Role of MDA5 and interferon-I in dendritic cells for T cell expansion by anti-tumor peptide vaccines in mice. Cancer Immunol Immunother 67, 1091–1103 (2018).2969630810.1007/s00262-018-2164-6PMC6585404

[22] ZhuX., Poly-ICLC promotes the infiltration of effector T cells into intracranial gliomas via induction of CXCL10 in IFN-alpha and IFN-gamma dependent manners. Cancer Immunol Immunother 59, 1401–1409 (2010).2054920610.1007/s00262-010-0876-3PMC2893267

[23] KyiC., Therapeutic Immune Modulation against Solid Cancers with Intratumoral Poly-ICLC: A Pilot Trial. Clin Cancer Res 24, 4937–4948 (2018).2995034910.1158/1078-0432.CCR-17-1866PMC6191332

[24] GiantonioB.J., Toxicity and response evaluation of the interferon inducer poly ICLC administered at low dose in advanced renal carcinoma and relapsed or refractory lymphoma: a report of two clinical trials of the Eastern Cooperative Oncology Group. Invest New Drugs 19, 89–92 (2001).1129183810.1023/a:1006458232384

[25] SalazarA.M., Long-term treatment of malignant gliomas with intramuscularly administered polyinosinic-polycytidylic acid stabilized with polylysine and carboxymethylcellulose: an open pilot study. Neurosurgery 38, 1096–1103; discussion 1103–1094 (1996).8727138

[26] ButowskiN., A phase II clinical trial of poly-ICLC with radiation for adult patients with newly diagnosed supratentorial glioblastoma: a North American Brain Tumor Consortium (NABTC01–05). J Neurooncol 91, 175–182 (2009).1879781810.1007/s11060-008-9693-3PMC4779120

[27] SmitsE.L., PonsaertsP., BernemanZ.N. & Van TendelooV.F. The use of TLR7 and TLR8 ligands for the enhancement of cancer immunotherapy. Oncologist 13, 859–875 (2008).1870176210.1634/theoncologist.2008-0097

[28] PrinsR.M., The TLR-7 agonist, imiquimod, enhances dendritic cell survival and promotes tumor antigen-specific T cell priming: relation to central nervous system antitumor immunity. J Immunol 176, 157–164 (2006).1636540610.4049/jimmunol.176.1.157

[29] ChangB.A., CrossJ.L., NajarH.M. & DutzJ.P. Topical resiquimod promotes priming of CTL to parenteral antigens. Vaccine 27, 5791–5799 (2009).1966059210.1016/j.vaccine.2009.07.062

[30] DuJ., TLR8 agonists stimulate newly recruited monocyte-derived cells into potent APCs that enhance HBsAg immunogenicity. Vaccine 28, 6273–6281 (2010).2063775910.1016/j.vaccine.2010.06.117PMC3031106

[31] RajagopalD., Plasmacytoid dendritic cell-derived type I interferon is crucial for the adjuvant activity of Toll-like receptor 7 agonists. Blood 115, 1949–1957 (2010).2006529110.1182/blood-2009-08-238543PMC2837337

[32] NairS., Injection of immature dendritic cells into adjuvant-treated skin obviates the need for ex vivo maturation. J Immunol 171, 6275–6282 (2003).1463414510.4049/jimmunol.171.11.6275

[33] CanaleF.P., CD39 Expression Defines Cell Exhaustion in Tumor-Infiltrating CD8+ T Cells. Cancer Research 78, 115–128 (2018).2906651410.1158/0008-5472.CAN-16-2684

[34] PhilipM., Chromatin states define tumour-specific T cell dysfunction and reprogramming. Nature 545, 452–456 (2017).2851445310.1038/nature22367PMC5693219

[35] VignaliP.D.A., Hypoxia drives CD39-dependent suppressor function in exhausted T cells to limit antitumor immunity. Nature Immunology 24, 267–279 (2023).3654395810.1038/s41590-022-01379-9PMC10402660

[36] SwaimC.D., ScottA.F., CanadeoL.A. & HuibregtseJ.M. Extracellular ISG15 Signals Cytokine Secretion through the LFA-1 Integrin Receptor. Mol Cell 68, 581–590 e585 (2017).2910005510.1016/j.molcel.2017.10.003PMC5690536

[37] ZhangX., Human intracellular ISG15 prevents interferon-alpha/beta over-amplification and auto-inflammation. Nature 517, 89–93 (2015).2530705610.1038/nature13801PMC4303590

[38] GoughD.J., Functional crosstalk between type I and II interferon through the regulated expression of STAT1. PLoS Biol 8, e1000361 (2010).2043690810.1371/journal.pbio.1000361PMC2860501

[39] ZhangY., PARP9-DTX3L ubiquitin ligase targets host histone H2BJ and viral 3C protease to enhance interferon signaling and control viral infection. Nat Immunol 16, 1215–1227 (2015).2647978810.1038/ni.3279PMC4653074

[40] ParkH., Polyinosinic-polycytidylic acid is the most effective TLR adjuvant for SIV Gag protein-induced T cell responses in nonhuman primates. J Immunol 190, 4103–4115 (2013).2350936510.4049/jimmunol.1202958PMC3622154

[41] SaxenaM., Poly-ICLC, a TLR3 Agonist, Induces Transient Innate Immune Responses in Patients With Treated HIV-Infection: A Randomized Double-Blinded Placebo Controlled Trial. Front Immunol 10, 725 (2019).3102455710.3389/fimmu.2019.00725PMC6467168

[42] SultanH., Poly-IC enhances the effectiveness of cancer immunotherapy by promoting T cell tumor infiltration. J Immunother Cancer 8(2020).10.1136/jitc-2020-001224PMC750789632958686

[43] OttM., PrinsR.M. & HeimbergerA.B. The immune landscape of common CNS malignancies: implications for immunotherapy. Nat Rev Clin Oncol 18, 729–744 (2021).3411747510.1038/s41571-021-00518-9PMC11090136

[44] JiangW., Exhausted CD8+T Cells in the Tumor Immune Microenvironment: New Pathways to Therapy. Front Immunol 11, 622509 (2020).3363374110.3389/fimmu.2020.622509PMC7902023

[45] ReardonD.A., Effect of Nivolumab vs Bevacizumab in Patients With Recurrent Glioblastoma: The CheckMate 143 Phase 3 Randomized Clinical Trial. JAMA Oncol 6, 1003–1010 (2020).3243750710.1001/jamaoncol.2020.1024PMC7243167

[46] Hiam-GalvezK.J., AllenB.M. & SpitzerM.H. Systemic immunity in cancer. Nat Rev Cancer 21, 345–359 (2021).3383729710.1038/s41568-021-00347-zPMC8034277

[47] MarshallA.S.J., Human MICL (CLEC12A) is differentially glycosylated and is downregulated following cellular activation. European Journal of Immunology 36, 2159–2169 (2006).1683827710.1002/eji.200535628

[48] NeumannK., Clec12a is an inhibitory receptor for uric acid crystals that regulates inflammation in response to cell death. Immunity 40, 389–399 (2014).2463115410.1016/j.immuni.2013.12.015

[49] KriegC., High-dimensional single-cell analysis predicts response to anti-PD-1 immunotherapy. Nature Medicine 24, 144–153 (2018).10.1038/nm.446629309059

[50] EllingsonB.M., Consensus recommendations for a standardized Brain Tumor Imaging Protocol in clinical trials. Neuro Oncol 17, 1188–1198 (2015).2625056510.1093/neuonc/nov095PMC4588759

[51] WenP.Y., Updated response assessment criteria for high-grade gliomas: response assessment in neuro-oncology working group. J Clin Oncol 28, 1963–1972 (2010).2023167610.1200/JCO.2009.26.3541

[52] EllingsonB.M., Volumetric response quantified using T1 subtraction predicts long-term survival benefit from cabozantinib monotherapy in recurrent glioblastoma. Neuro Oncol 20, 1411–1418 (2018).2966000510.1093/neuonc/noy054PMC6120362

[53] EllingsonB.M., Recurrent glioblastoma treated with bevacizumab: contrast-enhanced T1-weighted subtraction maps improve tumor delineation and aid prediction of survival in a multicenter clinical trial. Radiology 271, 200–210 (2014).2447584010.1148/radiol.13131305PMC4263651

[54] EllingsonB.M., Contrast-enhancing tumor growth dynamics of preoperative, treatment-naive human glioblastoma. Cancer 122, 1718–1727 (2016).2699874010.1002/cncr.29957

[55] PrinsR.M., CloughesyT.F. & LiauL.M. Cytomegalovirus Immunity after Vaccination with Autologous Glioblastoma Lysate. New England Journal of Medicine 359, 539–541 (2008).1866944010.1056/NEJMc0804818PMC2775501

[56] LiauL.M., Dendritic cell vaccination in glioblastoma patients induces systemic and intracranial T-cell responses modulated by the local central nervous system tumor microenvironment. Clin Cancer Res 11, 5515–5525 (2005).1606186810.1158/1078-0432.CCR-05-0464

[57] NowickaM., CyTOF workflow: differential discovery in high-throughput high-dimensional cytometry datasets. F1000Res 6, 748 (2017).2866378710.12688/f1000research.11622.1PMC5473464

[58] KimD., LangmeadB. & SalzbergS.L. HISAT: a fast spliced aligner with low memory requirements. Nat Methods 12, 357–360 (2015).2575114210.1038/nmeth.3317PMC4655817

[59] AndersS., PylP.T. & HuberW. HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics 31, 166–169 (2015).2526070010.1093/bioinformatics/btu638PMC4287950

[60] LoveM.I., HuberW. & AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15, 550 (2014).2551628110.1186/s13059-014-0550-8PMC4302049

[61] KuleshovM.V., Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res 44, W90–97 (2016).2714196110.1093/nar/gkw377PMC4987924

[62] HanzelmannS., CasteloR. & GuinneyJ. GSVA: gene set variation analysis for microarray and RNA-seq data. BMC Bioinformatics 14, 7 (2013).2332383110.1186/1471-2105-14-7PMC3618321

[63] SubramanianA., Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A 102, 15545–15550 (2005).1619951710.1073/pnas.0506580102PMC1239896

[64] ButlerA., HoffmanP., SmibertP., PapalexiE. & SatijaR. Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat Biotechnol 36, 411–420 (2018).2960817910.1038/nbt.4096PMC6700744

How the deposited data were processed for this re-analysis (not part of the article)

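Bulk RNA sequencing of PBMC was analysed for 46 samples, 1 pre-treatment and 1 post-treatment sample from each of 23 patients (5 with placebo, 9 with poly-ICLC and 9 with resiquimod). The patient that joins 2 samples was read from the labels of the deposited samples, which also give the group and the day. The pair with another label was left out, since it belongs to none of the groups compared in the paper. The cytometry, single-cell sequencing and survival results were not analysed here.

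Per the methods of the paper, the authors sequenced 2 x 100 bp paired-end reads of TruSeq RNA exome libraries, mapped them with HISAT2 2.0.6 to GRCh38 and made the deposited counts per gene symbol with HTSeq-count 0.5.4p5. The strand setting and the version of the annotation are not named in the paper's text. The counts are not normalized, and 5 further entries per sample hold reads assigned to no gene. The authors made the deposited log2 values with DESeq2 1.24.0 by dividing each count by a size factor of the sample, adding a pseudocount of 1 and taking the log2. This was checked by recomputing the log2 values from the counts. The 46 samples hold 38608 gene symbols and no sample was identical to another, with a highest Spearman correlation of 0.975 between samples. Of the symbols, 37705 (97.7%) were found in GENCODE 44, whose GRCh38 coordinates were used for positions, strands and exon overlaps.

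With between 997541 and 11779429 counts on genes, a count of 1 stands for a CPM of about 1 in the smallest and a much smaller value in the largest library. Transcripts with a median count of 5 or less, among them ISG15, MX1 and CD3G, carry a large counting error in each sample.

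Counts were tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization with factors from 0.382 to 3.575, filterByExpr by group and time, 20750 genes), with 1 term per patient and a post-treatment term per group in a fit of all 46 samples. The Benjamini-Hochberg adjusted p had to be under 0.05. The comparisons were poly-ICLC and resiquimod against placebo, poly-ICLC against resiquimod, and the change within each group. Log2 changes of single genes were taken from the deposited log2 values per patient and compared by 2-sided exact permutation tests (2002 splits of 14 patients into 9 and 5, 48620 splits of 18 patients into 9 and 9). Tests with a covariate used 100000 permutations. The paper's rule for called genes (a difference of at least 1 on the log2 scale and a nominal p of at most 0.05) was applied with the permutation test to 16792 genes with an NM_ transcript past the paper's filter (23701 genes pass the interquartile range and level filter). Calculations outside R used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

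The MSigDB 7.0 sets used in the paper were not used here. In their place stood lists of 97 type I and 102 type II ISGs and of 24 MHC class I antigen processing genes written from general knowledge, a list of the 15 ISGs and proteasome genes named in the paper's text, and lists of monocyte, T cell, B cell, NK cell, neutrophil, platelet and erythroid genes. GSVA scores were computed with gseapy 1.3.1 and a Gaussian kernel. Lists were tested with camera (preset correlation 0.01) from limma 3.58.1, and with fry and camera with an estimated correlation as alternatives. Overlaps of called genes with lists were tested with a 2-sided Fisher's exact test. T-cell normalized PDCD1 is its log2 value minus the mean of CD3D, CD3E and CD3G. Genes named in the text are those the paper names in its text or in Fig. 1D, 1E, 2D, 2F and 2G, and, for each comparison between groups, the 5 largest rises and falls among genes with an adjusted p under 0.05 that changed the same way in every patient of the first group. No gene met the second part of this rule.

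On simulated data made from these samples, with a change of 4 on the log2 scale in 200 genes, the edgeR test called 191 of the 200 genes within poly-ICLC and 29 of 200 for poly-ICLC against placebo, with 4 and 0 unchanged genes called among 19776 tested. The paper's rule was run on a separate simulation of log2 values, with the same noise for all genes and a smaller change, upward only. There it called 182 of 200 changed genes as higher with poly-ICLC, and 164 unchanged genes, among 7257 tested. These simulations differ in noise and in size of change, so they do not compare the power of the tests.

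The alternatives were DESeq2 1.42.0, RLE size factors, limma voom with sample quality weights, no filter beyond 1 count in total, at least 10 counts in every sample, the paper's filter, no interquartile range filter, no patient term, only the groups compared in the fit, the number of detected genes or the monocyte score as a covariate, log2 CPM with a prior count of 2, a pseudocount of 10, the mean z-score of a list, post-treatment samples alone, no placebo samples from day 15, only patients sampled on day 29, the paper's unequal-variance test and leaving out each patient in turn. PDCD1 was also taken without T cell genes and relative to the T cell list. The 5 alternatives added after the data were seen were the paper's pairs, these pairs with its unequal-variance test, only the 17 patients whose entries for unassigned reads are filled, and the counts on 400 olfactory receptor genes as a covariate of the counts or of the changes. These genes are not expected to be expressed in PBMC, and their counts served as a measure of reads from genomic DNA.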

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

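Of the tests in this part, those on the depth, on the genes opposite ribosomal protein genes, on placebo patients 3 and 4, on resiquimod patient 4 and on genomic DNA in poly-ICLC patient 9 were chosen before their result was seen, and all others only after it was seen. Of 81 groups of changes examined for a patient far from the others, 15 held one, where about 4 come by chance, and 10 of the 15 are in poly-ICLC patient 9. These counts leave out one gene that was examined at first and later set aside for a reason unrelated to its result.

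Poly-ICLC patient 9 stood apart from the other 8 patients of the group in the antigen processing score (-0.957 against 0.442 to 1.23), the erythroid score (0.796 against -0.994 to -0.177), HLA-B (-2.55 against 0.37 to 2.34), HLA-DPA1 (-5.05 against 0.10 to 4.19), IRF7 (-2.29 against 0.38 to 2.75), PARP9 (-2.84 against 1.68 to 4.40), CD14 (-3.12 against 0.29 to 3.11) and MKI67 (6.13 against -6.16 to -2.50). Counts on olfactory receptor genes, which are not expected to be expressed in PBMC, rose by 5.85 on the log2 scale in this patient and changed by -4.95 to -2.14 in the others, and 13588 more genes were detected after treatment, against -15482 to -8030. Genomic DNA in the post-treatment library may account for most of this: 6 of 9 measures lay within 2 residual SD of the line through the other 22 patients that relates each measure to the olfactory receptor counts. The measures beyond it were HLA-DPA1 (-2.14), CD14 (-2.04) and detected genes (-2.59). A swap of this patient's pre-treatment and post-treatment labels stays open. The type I score rose by 0.185 in this patient, and a swap would turn this into a fall, unlike the other 8 patients, but the score of a single patient does not decide it. A biological difference of this patient stays open as well and was not tested.

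Placebo patient 3 stood apart from the other 4 in the antigen processing score (0.894 against -0.096 to 0.038), HLA-DPA1 (2.59 against 0.05 to 0.77) and CD14 (2.25 against -0.27 to 0.34). Olfactory receptor counts fell by 4.44 on the log2 scale in this patient, and 3 of 3 measures lay within 2 residual SD of the line through the other patients, so that less genomic DNA after treatment than before is a candidate explanation. Placebo patient 4 stood apart in the type I score (0.350 against -0.051 to 0.015). This value lay 1.26 residual SD above the line through the other patients, which gives 0.0505 at this patient's change in olfactory receptor counts of 2.41. A value so close to the line leaves it undecided whether genomic DNA plays a part. Resiquimod patient 4 stood apart in DTX3L (3.99 against -1.22 to 1.29). The distance of 2.36 residual SD from the line does not decide on genomic DNA, since DTX3L hardly followed the olfactory receptor counts (r = -0.0284) and the distance only repeats that this patient is far from the others. No biological explanation was tested for these patients.

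Signal appeared on genes outside those the paper discusses. The highest sum of counts on the 400 olfactory receptor genes was 16628 CPM, in the post-treatment sample of poly-ICLC patient 9. Their median fell from 9243 to 562 CPM with poly-ICLC and from 9538 to 638 with resiquimod, against 1029 to 434 with placebo. Genes detected fell in 19 of 23 patients, and fewer counts on genes do not account for it: with all samples reduced to 997541 counts, 88.4% of the mean fall remained. At these equal counts the change in detected genes followed that of the olfactory receptor counts across the 23 patients (r = 0.993). With olfactory receptor genes themselves left out and all counts used, r was 0.990 and Spearman rho 0.975 (permutation p = 1.0e-05, the smallest these permutations can give, adjusted p = 2.0e-05 over 14 relations), 0.986 without the 2 farthest patients, 0.988 in the 17 patients with filled entries for unassigned reads and 0.997 in the other 6. This is consistent with genomic DNA in some of the libraries, more often before than after treatment. RNA from other cells was not tested as a source of these counts.

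The genes whose exons lie opposite those of type I ISGs (18 genes) rose by 0.83 ± 0.39 with poly-ICLC (SD, n = 9, 9 up) and by 0.83 ± 0.63 with resiquimod (SD, n = 9, 9 up), against -0.01 ± 0.35 with placebo (SD, n = 5, 2 up). The exact permutation p was 0.0040 for poly-ICLC against placebo, 0.0175 for resiquimod against placebo and 0.999 between the agonists, and 0.0031 and 0.0132 over the paper's pairs. Genomic DNA argues the other way: 10000 random lists matched on level and on their relation to the olfactory receptor counts gave a median difference of -0.31 from placebo, and 0 of them one as high. Counting of reads on the strand opposite to the transcript may account for it. Of the 50 genes with most counts, 92% overlap an exon on the opposite strand, and the 20 genes opposite ribosomal protein genes had a median of 34.4 CPM, against 9.67 for 4675 genes opposite other protein-coding genes (permutation p = 0.0197). The ribosomal protein genes that these lie opposite had 12.1 CPM. If so, part of the type I response of both agonists is counted under the neighbours of the ISGs. The values of single genes such as CD14, PDCD1 and HLA-B may then not measure their own transcripts either. The 17 genes opposite type II ISGs changed against placebo by 0.17 with poly-ICLC (exact permutation p = 0.650) and 0.46 with resiquimod (exact permutation p = 0.109), and over the paper's pairs by 0.37 (exact permutation p = 0.0917) and 0.47 (exact permutation p = 0.125). Of 10000 random lists matched in the same way, 0.34% and 0.02% gave a difference as high over all patients, and 0.07% and 0.04% over the paper's pairs. As the differences from placebo lay within the spread of the patients, genomic DNA is not excluded for these genes. A direct biological effect on these neighbouring genes was not tested.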

How the results depend on the processing

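Every alternative below was set before any result was seen, except the 5 added ones (the paper's pairs alone or with its unequal-variance test, the 17 patients with filled entries for unassigned reads, and olfactory receptor counts as a covariate of the counts or of the changes), and the cause was not tested where none is given. Apart from leaving out patients, results that answer a comparison had 216 values under an alternative, of which 162 kept their direction and side of the threshold or their size, 3 became weaker, 9 stronger, 9 reversed and 33 moved. Single genes and list tests had 418, of which 348 kept both, 25 became weaker, 28 stronger and 17 reversed.

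With voom, 13216 genes (3560 higher) changed for poly-ICLC against placebo, 2023 for resiquimod against placebo and 672 between the agonists, where edgeR called 0 in each and so did every other alternative run (438, 91 and 68 at an unadjusted p under 0.05 in edgeR). Within poly-ICLC, edgeR called 6 genes (11356 unadjusted). The number called was 15596 with DESeq2, 12762 with RLE size factors, 16717 with voom, 3312 with no filter beyond 1 count, 12 with the paper's filter, 89 with no replicate block, 14508 over the paper's pairs and 12712 in the 17 patients. It was 3 with olfactory receptor counts as a covariate, and 0 with the number of detected genes as covariate, 0 without the placebo patients of day 15, 0 with day 29 only and 0 with only the groups compared. Within resiquimod, edgeR called 0 (5649 unadjusted), and the number was 15058 with DESeq2, 5691 with voom, 208 with at least 10 counts in every sample (2369 genes tested) and 11 with no replicate block. Left out in turn, the patients gave 0 to 14513 genes within poly-ICLC and 0 to 2802 within resiquimod, both highest without poly-ICLC patient 9, and 0 in each comparison between groups.

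The fitted log2 fold change of HLA-DPA1 for poly-ICLC against placebo, 2.35, was -1.27 with the number of detected genes as covariate and -0.89 with olfactory receptor counts as covariate, and that of IRF7, 2.3, was -0.18 with the number of detected genes.

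Of 66 list tests with camera 10 passed the threshold, 1 with fry, 0 with camera at an estimated correlation, 18 with the paper's filter, 16 with no replicate block, 5 with olfactory receptor counts as a covariate, and 8 to 14 without single patients. Between the agonists, fry reversed the direction of 5 lists, with a p from fry of 0.283 for type I ISGs, 0.550 for type II ISGs, 0.879 for antigen processing genes, 0.796 for the ISGs named in the text and 0.646 for platelet genes. Type I ISGs also reversed in the 17 patients (a camera p of 0.800) and antigen processing genes with olfactory receptor counts as a covariate (a camera p of 0.253). Without single patients the camera p between the agonists ran from 0.0493 (without resiquimod patient 4) to 0.980 (without resiquimod patient 6) for type I ISGs, 0.0025 (without resiquimod patient 4) to 0.165 (without poly-ICLC patient 8) for type II ISGs, 2.1e-05 (without poly-ICLC patient 9) to 0.897 (without resiquimod patient 6) for antigen processing genes and 0.0112 to 0.448 (without resiquimod patients 4 and 6) for the named ISGs. Of the genes called higher by the paper's rule with either agonist over the paper's pairs, 7 were in the ISG lists. These were 7 of 147 with its own test (Fisher's exact p = 0.00050) and 7 of 180 with the permutation test (Fisher's exact p = 0.00165). Over all patients it was 1 of 56 (Fisher's exact p = 0.414). Of the 6 genes called by edgeR within poly-ICLC, a different comparison, 0 were in them by name. Among these 6, LY6E-DT lies opposite the type I ISG LY6E and may hold its reads if the opposite strand was counted.

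The score differences from placebo reversed with the mean z-score of the list: type I -0.31 with poly-ICLC and -0.24 with resiquimod, type II -0.36 and -0.37, and type I -0.063 between the agonists. With day 29 only, the type I difference with poly-ICLC was 0.22 and the type II difference 0.23 (exact permutation p = 0.164 for both, with 2 placebo patients left). On log2 CPM the type II difference with poly-ICLC was 0.23 (exact permutation p = 0.0994) and that between the agonists -0.031. The type II difference with resiquimod passed 0.05 in post-treatment samples with no replicate block (0.20, exact permutation p = 0.0270) and over the paper's pairs (0.25). Without single patients it ran from 0.157 to 0.280 (exact permutation p = 0.0280 without resiquimod patient 1). The type I difference with poly-ICLC stayed between 0.304 and 0.404 and past 0.05 without any patient. The spread passed 0.05 with day 29 only (0.140, exact permutation p = 0.0214), over the paper's pairs (0.154) and in the 17 patients (0.21), and ran from 0.0661 (without resiquimod patient 2) to 0.148 (without resiquimod patient 7) without single patients.

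CD14 with poly-ICLC, 0.87, was 1.44 over the paper's pairs and -0.049 with the change in olfactory receptor counts as covariate, and ran from 0.66 to 1.44 without single patients, highest without poly-ICLC patient 9. CD14 with resiquimod was -0.062 with day 29 only. PDCD1 relative to T cell genes with poly-ICLC, 3.44, was 4.33 over the paper's pairs and ran from 2.39 to 5.03 without single patients, highest without placebo patient 3. With resiquimod it was -0.25 in post-treatment samples with no replicate block. HLA-DPA1 with poly-ICLC was -0.64 with the change in olfactory receptor counts as covariate. The antigen processing score with resiquimod was -0.0080 with day 29 only and -0.0398 with that covariate. The monocyte score with poly-ICLC was -0.0543 with day 29 only, and with resiquimod it was -0.0235 in post-treatment samples with no replicate block, -0.126 without the placebo patients of day 15, -0.459 with day 29 only and -0.0510 with that covariate. Without single patients it ran from -0.102 (without resiquimod patient 5) to 0.178.

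By the paper's rule, 38 genes were higher with poly-ICLC, 86 on log2 CPM, 66 with no interquartile range filter, 23 with day 29 only, 170 over the paper's pairs, 88 in the 17 patients and 139 over the paper's pairs with its own test. Without single patients the number ran from 26 to 170, highest without poly-ICLC patient 9. With resiquimod 24 were higher, 104 on log2 CPM and 11 without the placebo patients of day 15, and from 14 to 199 without single patients, highest without placebo patient 3. Leaving out patients gave 355 values for results that answer a comparison, of which 321 kept their direction and side or size, and 832 for single genes and list tests, of which 777 kept both.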

Differences from the paper's values

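The tests named in this part were chosen before the result was seen, except the added alternatives.

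Fig. 1E gives a p for each gene, read by eye, and a gap counts as closed here where the larger of 2 p is at most 1.5 times the smaller, a looser measure than a match of the printed digits. For poly-ICLC against placebo, the paper's p is about 0.018 for HLA-B, about 0.024 for HLA-C, about 0.049 for HLA-DPA1, about 0.057 for IRF7, about 0.035 for DTX3L and about 0.0012 for PARP9 in Fig. 1E. The exact permutation p over all 9 poly-ICLC patients was 0.12, 0.0654, 0.664, 0.174, 0.0010 and 0.152. With the exact permutation test, none of the alternatives set before the data were examined closed the gap for these 6 genes, apart from leaving out poly-ICLC patient 9 for HLA-DPA1 (0.0528) and PARP9 (0.0016) and placebo patient 3 for IRF7 (0.0727). For resiquimod against placebo, the paper's p is about 0.12 for HLA-C, about 0.21 for IRF7 and about 0.061 for DTX3L in Fig. 1E, and the exact permutation p over all 9 resiquimod patients was 0.0604, 0.128 and 0.0375. Among the alternatives set before the data were examined, the exact permutation p fell within the paper's for HLA-C on log2 CPM (0.0894), for IRF7 on log2 CPM (0.173), without the placebo patients of day 15 (0.259) and with day 29 only (0.244), and for DTX3L with a pseudocount of 10 (0.0714), and for each of the 3 genes in several fits that left out a patient (0.0824 to 0.119, 0.141 to 0.194 and 0.0451 to 0.0909). Of the alternatives chosen after seeing the values, the 17 patients with filled entries for unassigned reads closed the gap for HLA-C with poly-ICLC (0.0182) and IRF7 with resiquimod (0.176), the paper's pairs for HLA-DPA1 and PARP9 with poly-ICLC and IRF7 with resiquimod (0.186), and the olfactory receptor covariate for HLA-C with resiquimod (permutation p = 0.104). The paper's unequal-variance test over all patients, set beforehand for the counts of genes by the paper's rule and not for these p, gave 0.0383 for DTX3L with poly-ICLC and 0.121, 0.156 and 0.0856 for HLA-C, IRF7 and DTX3L with resiquimod, which closed the gap for these 4 by this measure (only HLA-C matched in the printed digits), and 0.0679 to 0.538 for the other 5 with poly-ICLC. It opened one for PARP9 with resiquimod (0.029 against about 0.058). The paper's pairs with this test, an alternative chosen after seeing the values, closed the gap for all 9.

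The paper states that genes were higher with the agonists than with placebo. In edgeR's test 0 genes had an adjusted p under 0.05 for either agonist (438 and 91 unadjusted). For poly-ICLC this does not decide the matter, since the test called 14.5% of genes changed by 4 on the log2 scale in simulated data. By the paper's rule over the paper's pairs, 170 genes were higher and 7533 lower with poly-ICLC, and 24 higher and 168 lower with resiquimod. Less genomic DNA after treatment may account for many of the lower genes with poly-ICLC. Over all patients, 38 and 24 were higher and 155 and 289 lower. Of the 15 ISGs and proteasome genes that the paper names from single cells, 14 were tested in the bulk data. Against placebo, 8 of these were higher with poly-ICLC and 10 with resiquimod. The score of this list went the paper's way, with a difference of 0.54 with poly-ICLC (exact permutation p = 0.0275) and 0.31 with resiquimod (exact permutation p = 0.191). Camera shifted the list up with poly-ICLC, not past the threshold (adjusted p = 0.0708). Among the factors of Fig. 1D, BATF2 (-0.72) and PARP12 (-0.42) were lower. The paper states that poly-ICLC acts more effectively than resiquimod. The difference in the type I score between them was 0.12 (exact permutation p = 0.322).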

Other observations

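The tests in this part were chosen only after the result was seen.

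Genomic DNA in the libraries may account for part of the differences from placebo with poly-ICLC. With the change in olfactory receptor counts as a covariate, the difference was 0.148 for the antigen processing score (permutation p = 0.199), 0.54 for HLA-B (permutation p = 0.233), 0.79 for HLA-C (permutation p = 0.0867), -0.64 for HLA-DPA1 (permutation p = 0.285), 0.38 for IRF7 (permutation p = 0.416), 0.69 for PARP9 (permutation p = 0.340), -0.049 for CD14 (permutation p = 0.916) and 1.61 for PDCD1 relative to CD3 genes (permutation p = 0.191). The changes of these measures followed those of the olfactory receptor counts across 23 patients, with r from -0.930 for the antigen processing score (rho -0.937, -0.906 without the 2 farthest patients, -0.863 in the 17 patients with filled entries for unassigned reads and -0.991 in the other 6) to -0.699 for CD14 (rho -0.633, -0.477 without 2, -0.555 and -0.796), each with a permutation p of at most 3.2e-04 and an adjusted p of at most 4.5e-04 over 14 relations. Fewer DNA reads after treatment would raise the share of transcript reads among the counts, and the olfactory receptor counts fell more with poly-ICLC than with placebo over the paper's pairs by 3.02 on the log2 scale (exact permutation p = 0.0155), and over all patients by 1.95 (exact permutation p = 0.301). An effect of treatment on these genes is not excluded, since the covariate and the treatment moved together over the paper's pairs.

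The same explanation is argued against as the whole cause for DTX3L and the type I and type II scores. With the covariate the difference was 2.86 for DTX3L (permutation p = 7.9e-04), 0.31 for the type I score (permutation p = 0.0093) and 0.23 for the type II score (permutation p = 0.0129). Across the 23 patients DTX3L did not follow the olfactory receptor counts (r = -0.0284, rho -0.298, permutation p = 0.895, -0.0211 without the 2 farthest patients, 0.0448 in the 17 patients and -0.115 in the other 6). The type I score followed them in part (r = -0.462, rho -0.506, permutation p = 0.0250, adjusted p = 0.0269 over 14 relations, -0.603 without the 2 farthest patients, -0.409 and -0.574). So did the type II score (r = -0.516, rho -0.678, permutation p = 0.0113, adjusted p = 0.0132, -0.504 without the 2 farthest patients and -0.736 over the paper's pairs). The score of the ISGs named in the text followed them more closely (r = -0.666, rho -0.752). No difference with the covariate is given for it, so genomic DNA stays open there. The rise of the type I score with poly-ICLC remains as a hypothesis of a treatment effect. If reads were counted on the opposite strand, the score may not measure the transcripts of the ISGs. Among them, MX1 and EIF2AK2 had a median count of 4 each.

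Other splits of the same patients into groups of these sizes were tested, with the real split counted among them. For poly-ICLC against placebo, 12 of 40 splits gave as many genes with an unadjusted p under 0.05, 6 as small a camera p for type I ISGs, 1 for type II ISGs and 5 for antigen processing genes. For resiquimod against placebo the numbers were 25, 4, 6 and 8 of 40, and between the agonists 30, 21, 6 and 26 of 40. Within groups, splits swapped the pre-treatment and post-treatment samples of patients, and 1 of 38 gave as many genes within poly-ICLC, 1 of 37 within resiquimod (unadjusted) and 2 of 14 within placebo, where so few splits leave it open. By the paper's rule, 73 of 100 splits gave as many higher genes for poly-ICLC and 74 for resiquimod over all patients, and 38 and 76 over the paper's pairs. With lower genes counted as well, 44 and 27 of 100 splits gave as many over all patients, and 2 and 36 over the paper's pairs, where 7533 genes were lower with poly-ICLC.

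Other genes that the paper names from cytometry or single cells changed over the paper's pairs as follows, with poly-ICLC, resiquimod and placebo in order (SD, n = 8, 8 and 5): CD38 -0.66 ± 1.2, -1.76 ± 1.09 and -0.48 ± 2.61, ENTPD1 -1.63 ± 1.29, -1.37 ± 1.32 and -0.44 ± 1.79, MKI67 -4.47 ± 1.02, -2.07 ± 3.07 and -1.36 ± 3.15, and CLEC12A 1.12 ± 1.60, 1.06 ± 1.63 and 0.33 ± 1.28. Over all 9 patients with poly-ICLC and all 9 with resiquimod these changes were (SD, n = 9 and 9) -0.19 ± 1.8 and -1.93 ± 1.14 for CD38, -1.38 ± 1.42 and -1.50 ± 1.30 for ENTPD1, -3.29 ± 3.66 and -2.55 ± 3.21 for MKI67, and 0.75 ± 1.87 and 0.69 ± 1.88 for CLEC12A. These are RNA values of whole PBMC, while the paper measured protein or RNA in separate cell types. For poly-ICLC patient 9, the line through the other 22 patients on the olfactory receptor counts gives a rise of 5.77 in MKI67, against 6.13 observed. The fall of MKI67 in the groups may thus reflect less genomic DNA and does not show less proliferation. Of the 36 genes of Fig. 2, 33 were tested in edgeR, of which 20 were higher with poly-ICLC than with placebo and 25 with resiquimod, with 0 at an adjusted p under 0.05 over the list alone and 0 at an unadjusted p under 0.05.

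Of the cell type lists, monocyte genes were shifted up with poly-ICLC against resiquimod (camera adjusted p = 0.0068) and not past the threshold against placebo (adjusted p = 0.135 with poly-ICLC and 0.731 with resiquimod). Between the agonists this list was not past the threshold with fry (adjusted p = 0.6965) or with camera at an estimated correlation (adjusted p = 0.456). It was not tested in other splits of the patients. T cell genes had camera adjusted p of 0.808 with poly-ICLC and 0.608 with resiquimod against placebo. In the same order, B cell genes had camera adjusted p of 0.511 and 0.708, NK cell genes 0.563 and 0.994, neutrophil genes 0.730 and 0.973, platelet genes 0.626 and 0.755, and erythroid genes 0.536 and 0.731. The score of T cell genes changed over the paper's pairs by -0.58 ± 0.25 with poly-ICLC, -0.03 ± 0.32 with resiquimod and -0.32 ± 0.28 with placebo (SD, n = 8, 8 and 5), and over all patients by -0.50 ± 0.33 with poly-ICLC and -0.12 ± 0.41 with resiquimod (SD, n = 9 and 9).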
